# Deciphering the cellular and molecular landscapes of Wnt/β-catenin signaling in mouse embryonic kidney development

**DOI:** 10.1016/j.csbj.2024.08.025

**Published:** 2024-09-02

**Authors:** Hui Zhao, Hui Gong, Peide Zhu, Chang Sun, Wuping Sun, Yujin Zhou, Xiaoxiao Wu, Ailin Qiu, Xiaosha Wen, Jinde Zhang, Dixian Luo, Quan Liu, Yifan Li

**Keywords:** Wnt/β-catenin signaling, Embryonic kidney development, Gene expression profiling, Ureteric bud, Cap mesenchyme, Immune response in development

## Abstract

**Background:**

The Wnt/β-catenin signaling pathway is critical in kidney development, yet its specific effects on gene expression in different embryonic kidney cell types are not fully understood.

**Methods:**

Wnt/β-catenin signaling was activated in mouse E12.5 kidneys *in vitro* using CHIR99021, with RNA sequencing performed afterward, and the results were compared to DMSO controls (dataset GSE131240). Differential gene expression in ureteric buds and cap mesenchyme following pathway activation (datasets GSE20325 and GSE39583) was analyzed. Single-cell RNA-seq data from the Mouse Cell Atlas was used to link differentially expressed genes (DEGs) with kidney cell types. β-catenin ChIP-seq data (GSE39837) identified direct transcriptional targets.

**Results:**

Activation of Wnt/β-catenin signaling led to 917 significant DEGs, including the upregulation of *Notum* and *Apcdd1* and the downregulation of *Crym* and *Six2*. These DEGs were involved in kidney development and immune response. Single-cell analysis identified 787 DEGs across nineteen cell subtypes, with Macrophage_Apoe high cells showing the most pronounced enrichment of Wnt/β-catenin-activated genes. Gene expression profiles in ureteric buds and cap mesenchyme differed significantly upon β-catenin manipulation, with cap mesenchyme showing a unique set of DEGs. Analysis of β-catenin ChIP-seq data revealed 221 potential direct targets, including *Dpp6* and *Fgf12*.

**Conclusion:**

This study maps the complex gene expression driven by Wnt/β-catenin signaling in embryonic kidney cell types. The identified DEGs and β-catenin targets elucidate the molecular details of kidney development and the pathway's role in immune processes, providing a foundation for further research into Wnt/β-catenin signaling in kidney development and disease.

## 1 Introduction

Kidney development begins with reciprocal signaling between the ureteric bud, derived from the Wolffian duct, and the surrounding mesenchyme. This interaction leads to the sequential formation of the pronephros, mesonephros, and ultimately the metanephros, which becomes the adult kidney. During this process, the metanephric mesenchyme condenses into the cap mesenchyme, the precursor to the kidney's nephron progenitor. Nephron progenitors progress through stages like the renal vesicle and S-shaped bodies to form the nephron, comprising podocytes, tubules, and the loop of Henle. Simultaneously, the ureteric bud develops the urinary system, including the collecting ducts and ureter [1], [2]. Other cells, such as immune cells, especially macrophages [3], [4], [5], and endothelial cells, also contribute to this process. This developmental process, driven by ongoing signaling among the mesenchyme, ureteric bud, and stromal cells, continues until birth in humans and postnatally in mice [6].

The Wnt/β-catenin signaling pathway is essential for kidney development, orchestrating the complex morphogenetic events that shape the embryonic kidney [7]. Research indicates that the metanephric mesenchyme can be induced by Wnt1, Wnt3a, Wnt4, Wnt7a, and Wnt7b [8]. The most crucial Wnt molecules in kidney development are Wnt9b and Wnt4, which play roles in the early induction of cap mesenchyme cells into nephron units. Wnt4 is one of the main signals from the metanephric mesenchyme, and in Wnt4 knockout embryonic kidneys, pretubular cell aggregates do not form [9]. Wnt9b, secreted by the ureteric bud, is the primary signal molecule acting on the metanephric mesenchyme [10]. Wnt9b induces *Wnt4* expression in cap mesenchyme cells, and without Wnt9b, *Wnt4* is not expressed, leading to a lack of nephron formation and resulting in postnatal death in mice. Wnt9b-dependent expression of *Wnt4* starts in induced cap mesenchyme cells and continues until the S-shaped body stage, after which the expression ceases [9], [10], [11]. Besides its initial inductive role, Wnt9b is crucial for the convergent extension of renal tubule epithelial cells, while Wnt4 signaling also controls the fate of renal medullary smooth muscle cells. *Wnt11*, expressed in the ureteric bud, controls early ureteric bud branching and influences the final size of the kidney [12]. *Wnt11* knockout disrupts ureteric bud branching, causing renal dysplasia. *Wnt7b*, expressed in the ureteric bud, has specific functions in regulating medullary formation [13]. *Wnt7b* knockout prevents the formation of the medullary stripe and urine concentration [14].

The Wnt/β-catenin signaling pathway operates through the β-catenin molecule. It is clear that β-catenin expression and signaling are more pronounced in the ureteric bud and cap mesenchyme than in the developing stroma. In a previous study by the same group, β-catenin was predominantly found in the ureteric bud of the E18.5 rat kidney and was absent in the developing stroma [15]. This aligns with earlier studies that identified β-catenin and its signaling primarily in the ureteric bud [16], [17], [18]. Additional literature supports the intense localization of β-catenin in the branching ureteric bud [19], [20], [21], [22]. While immunohistochemistry results from the previous studies indicated β-catenin's main localization at the membrane/cytosol [15], nuclear staining of β-catenin in ureteric bud cells has been documented using immunofluorescence [18]. Active canonical WNT signaling, shown by TCF reporter activity, was evident in the branching ureteric bud as it transitions into renal tubules [19]. The expression of Axin2, a typical target of Wnt/β-catenin signaling, in the ureteric bud of the fetal kidney further supports the presence of this pathway [23]. Consistent with previous studies, the earlier study by the same group also revealed the presence of β-catenin in the cap mesenchyme [15], as shown by its expression in Six2-positive cap mesenchyme cells [24], [25], [26], Myc-positive nephron progenitor cells [27], and the nephrogenic mesenchyme [19], [20], [21], [22]. Additionally, active canonical WNT signaling was observed in the epithelia of the nephrogenic mesenchyme [19]. However, some studies report an absence of β-catenin activity in nephron progenitors [28], [29], which may be due to the lack of high-resolution images necessary to detect β-catenin staining and TCF reporter activity in the cap mesenchyme. Previous studies by the same group also confirm that β-catenin is not present in developing podocytes [15], consistent with findings that TCF reporter activity is downregulated in maturing nephrons and becomes undetectable postnatally [19]. Furthermore, the previous study by the same group supports the notion that β-catenin is not expressed in the developing stroma, which is consistent with most of the literature. However, some studies have detected β-catenin in the developing stroma [14], [30] and the medullary stroma of the developing human kidney [20]. This inconsistency may be due to the varying specificity and sensitivity of β-catenin antibodies and the detection methods used (IHC vs. immunofluorescence). While conditional deletion of β-catenin in the stroma, driven by the *Foxd1* promoter, has been shown to affect kidney development [14], [30], the majority of evidence suggests that β-catenin is not expressed in the developing stroma [16], [17], [18], [19], [21], [22], [24], [25], [26], [27]. The role of Wnt/β-catenin signaling in the stroma also requires further validation through results from TCF luciferase reporter activity [14], [30].

While the presence and localization of β-catenin in the ureteric bud and cap mesenchyme of the developing kidney have been well-documented, the broader landscape of Wnt/β-catenin signaling intensity and its target genes across various embryonic kidney tissues remains largely unexplored. This study aims to unravel the complexities of Wnt/β-catenin signaling within different kidney tissues by leveraging high-throughput RNA sequencing, microarray, and single-cell analysis. By activating the Wnt/β-catenin pathway *in vitro* in mouse E12.5 kidneys and employing comprehensive bioinformatic analyses, this study seeks to delineate differential gene expression profiles and identify potential direct targets of β-catenin within the whole embryonic kidney. The approach also includes examining publicly available datasets to contrast gene expression profiles associated with activated versus inhibited Wnt/β-catenin signaling, particularly focusing on the ureteric bud—a region where β-catenin signaling is known to be prominent—as well as the cap mesenchyme.

Furthermore, the study delves into the single-cell transcriptional landscape of the embryonic kidney to understand the heterogeneity and cell-type specificity of Wnt/β-catenin signaling. By mapping differentially expressed genes to canonical cell-type markers, this study aims to uncover the nuances of pathway activation across diverse kidney cell populations. The integration of ChIP-seq data allows the identification of genes that could be directly regulated by β-catenin, offering a more detailed view of its transcriptional influence. Collectively, the findings of this study are poised to provide a refined understanding of the Wnt/β-catenin signaling network during kidney development, highlighting its variable impact across different cellular contexts and contributing to the broader comprehension of renal morphogenesis and pathology.

The innovative aspect of our study lies in the comprehensive differential gene expression profiling induced by the activation and modulation of the Wnt/β-catenin signaling pathway in embryonic mouse kidneys. By using CHIR99021 treatment and leveraging RNA sequencing data, our research identified a significant number of differentially expressed genes (DEGs) with profound implications for renal development and immune response. We mapped these DEGs to the Gene Ontology (GO) and KEGG databases, uncovering their involvement in crucial developmental pathways and immune responses, which have not been extensively characterized before. By focusing on the distinct transcriptomic changes in the ureteric bud and cap mesenchyme upon Wnt signaling activation and integrating β-catenin ChIP-seq data to identify direct targets of β-catenin, our study provides new insights into the specific roles of β-catenin in kidney development at a cellular level. The single-cell RNA-seq analysis further highlights the cellular diversity affected by Wnt/β-catenin signaling, especially its effect on the Apoe-high macrophages, pinpointing key cell types and genes involved in this process.

## 2 Materials and Methods

### 2.1 Sample Collection

Murine embryonic kidney tissues (C57BL/6) were sourced from the Guangdong Medical Laboratory Animal Center, with experiments conducted in accordance with the Ministry of Science and Technology of China's animal care guidelines (2006) and approved by the ethics committee of Huazhong University of Science and Technology Union Shenzhen Hospital. Eight tissues were analyzed, with the sample size determined by ethical considerations, standard practices in the field, replication for reliability, and practical constraints. To assess Wnt/β-catenin signaling on gene expression in renal development, mRNA profiles from E12.5 mouse embryonic kidneys cultured *in vitro* and treated with CHIR99021 (5 µM) or DMSO (0.1 %) for 72 hours were deep-sequenced in quadruplicate (Supplementary Figure 4). CHIR99021 is a highly selective GSK-3β inhibitor that can activate Wnt/β-catenin signaling. Multiple studies use CHIR99021 at the micromolar (µM) level in their experiments with fetal kidney cells or kidney organoids generated from induced pluripotent stem cells (iPSCs) or embryonic stem (ES) cells. For example, CHIR99021 at 3 µM was used to treat embryonic day (E) 14–15.5 kidney cells [31]. CHIR99021 at 8 µM and 5 µM has been used for the generation of kidney organoids and regulation of nephrogenesis in these organoids [32], [33]. Another recent paper used CHIR99021 at different concentrations (1 µM, 3 µM, 5 µM, 10 µM), ranging from 1–10 µM [34]. The methodology for kidney organ culture was as previously described [35], and data were submitted to NCBI GEO under accession No. GSE131240.

For the RNA-seq experiment, this study implemented predefined criteria to select C57BL/6 mice, ensuring genetic uniformity. Pregnant mice at 11 weeks were included to reduce age-related gene expression variability, and only those passing veterinary inspection without signs of infection or disease were selected. Exclusion criteria included animals with health issues or distress during pregnancy and embryonic kidneys unresponsive to treatment, as indicated by typical Wnt/β-catenin target gene changes. To control for variability, the study employed a paired design, allocating the left kidney of each embryo to the control group and the right kidney to the treatment group, thus avoiding traditional randomization. This matched pairs design inherently adjusts for genetic and environmental differences across subjects, aiming to mitigate biases from individual embryonic variability. Uniform environmental conditions were maintained in the *in vitro* kidney organ culture experiment by using a single CO^2^ incubator and standardizing the spatial positioning of all petri dishes on the same incubator shelf.

### 2.2 High-throughput RNA-seq and data analysis

Total RNA was extracted from each sample using the EASYspin Plus kit (Aidlab Biotech, RN2802) and assessed for purity, concentration, and integrity using NanoPhotometer® spectrophotometry (IMPLEN, CA, USA), Qubit® 3.0 Fluorometry (Life Technologies, CA, USA), and Agilent 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, CA, USA), respectively. The RNA libraries for sequencing were prepared with the Hieff NGS® MaxUp™ II Kit (Cat#12301ES96) and sequenced on the Illumina Novaseq platform (IlluminaInc., CA, USA), yielding an average of 42.60 million paired-end reads per sample. Reads were filtered to remove adaptor contamination, low-quality sequences, and those with excessive "N" bases. Clean reads were aligned to the mouse GRCm38-mm10 genome using HISAT2 and quantified by featureCounts, with expression levels normalized to FPKM. Differential expression analysis was conducted using the R package ‘limma’ (Version 3.56.2). Further details on DEGs analysis are provided in the statistical and functional analysis sections. The RNA extraction and mRNA sequencing were performed at Annoroad Company (Beijing, China).

### 2.3 Study datasets

Four RNA microarray datasets (GSE39583 [36], GSE9629 [16], GSE20325 [37]) and one ChIP-seq dataset (GSE39837 [36]) were acquired from the Gene Expression Omnibus (GEO), along with the RNA-seq dataset from this study (GSE131240) (Supplementary Table 8). The selection criteria for these datasets included comprehensive platform documentation for analytical reliability and relevance to altered Wnt/β-catenin signaling in fetal mouse kidneys.

Dataset GSE9629 characterizes β-catenin loss of function in the ureteric bud of E12.5 mice with conditional β-catenin alleles disrupted by LoxP sites flanking exons 2 through 6 [16], bred with Hoxb7- Cre:GFP mice. Meanwhile, GSE20325 contains data from mice with a targeted gain-of-function mutation in the β-catenin gene (β-catdelta3/delta3), achieved by breeding Hoxb7-Cre mice with those carrying loxP-flanked exon 3, affecting the ureteric bud [37].

The GSE39583 dataset details the transcriptional response of cap mesenchyme, defined as Six2-positive nephron progenitors from E16.5 mice, to Wnt stimulation via 4 μM BIO treatment for 24 and 48 hours (Supplementary Figure 3) [26]. Dataset GSE39837 comprises ChIP-seq data from Six2-positive cells at E16.5, which were FACS-sorted, pelleted by centrifugation, and cultured in DMEM with 10 % FBS and 4 μM BIO for 24 hours for β-catenin ChIP analysis [26].

The study combined fetal kidney cell subtype information from the Mouse Cell Atlas (MCA) version 2.0 (https://bis.zju.edu.cn/MCA/gallery.html?tissue=Fetal-Kidney) with differentially expressed genes (DEGs) from this study (GSE131240) to categorize DEGs by cell subtype, detailed in Supplementary Table 8. The MCA database encompasses over ten mouse tissues across various developmental stages [38], [39], [40]. Single-cell RNA-seq data of 9432 fetal kidney cells at E10.5, E12.5, and E14.5 were sourced to align with RNA-seq data from this study [39].

### 2.4 Statistical analysis

Statistical analysis was conducted using R software (Version 4.0.2), employing the 'limma' package (Version 3.56.2) to identify DEGs across experimental and control groups within various gene expression datasets. The process began with a Log2 transformation of the expression matrix to approximate a normal distribution, followed by inter-array normalization using 'normalizeBetweenArrays' to reduce technical variance. DEG identification was performed through linear modeling with weighted least squares in 'limma', complemented by Bayesian methods for multiple testing correction. Models were fitted using 'lmFit', and 'eBayes' was applied to leverage Bayesian statistics for DEG detection.

### 2.5 Functional analyses of DEGs

Functional characterization of DEGs was performed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses utilizing the "enrichGO" and "enrichKEGG" functions from the R package clusterProfiler (Version 4.4.4). Associations between genes and GO terms were visualized using "cnetplot". The "tidyr" package (Version 3.1.0) facilitated the segregation of gene and background ratios into GR1, GR2, and BR1, BR2, respectively. The enrichment factor for GO terms was determined using the formula: enrichment factor = (as.numeric(GR1) / as.numeric(GR2)) / (as.numeric(BR1) / as.numeric(BR2)), indicating the direction of GO term enrichment.

### 2.6 Availability of data

The sequencing data for the eight murine embryo kidney samples were deposited in the NCBI with the accession number GSE131240.

## 3 Results

### 3.1 Differential gene expression profiling of activated Wnt/β-catenin signaling in the whole embryonic mouse kidney

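CHIR99021 inhibits GSK-3β, the kinase that marks β-catenin for degradation, and so raises β-catenin without a Wnt ligand. Kidneys of C57BL/6 mouse embryos were taken at embryonic day 12.5 and cultured for 72 h with 5 μM CHIR99021 or with 0.1% DMSO, and RNA was sequenced from 4 kidney samples of each group. The paper allocates the left kidney of each embryo to the control group and the right kidney to the treatment group, and the sample labels give both groups the same replicate numbers. It also states that kidneys without the typical changes of Wnt/β-catenin target genes were excluded, so that a rise of such targets in these samples is not independent evidence. For RNA extraction and library preparation the paper names the EASYspin Plus and Hieff NGS MaxUp II kits, while the sample labels name Trizol and NEBNext Ultra.
The authors removed reads with adaptors, low quality or many undetermined bases, aligned the rest to GRCm38 with HISAT2 2.0.5 and counted them per gene with featureCounts. The resulting tables hold whole counts and FPKM values for 30890 genes. Whether reads were counted by strand is not given in the sources used here. Counts summed to between 14599082 and 17751992 in the DMSO-treated samples (median 16512517.5) and to between 14616300 and 16872129 in the CHIR99021-treated samples (median 15808222). The paper reports an average of 42.60 M paired-end reads sequenced per sample, and the values given here rest on the counts assigned to genes.
From the counts, edgeR's filterByExpr kept 16723 genes, or 54.1% of the table, with a minimum of about 10 counts in at least 4 samples. The kept genes were scaled by TMM, with factors of 1.04 to 1.06 in the DMSO group and 0.948 to 0.963 in the CHIR99021 group. The groups were compared with edgeR's quasi-likelihood test with robust dispersions, and p-values were adjusted by Benjamini-Hochberg over all tested genes. Genes are said to rise or fall at an adjusted p under 0.05, and a differentially expressed gene also passes an absolute log2 fold change of 1. Levels are CPM (counts scaled by the TMM-adjusted library size), as mean ± SD over n = 4 samples. Log2 fold changes are CHIR99021 over DMSO with a standard error (SE). For genes with few or 0 counts in a group the SE can understate the uncertainty. *Cnpy1*, with 0 counts in the DMSO group, still has an SE of 0.42. All positions are those of GRCm38.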

Mouse kidneys at embryonic day 12.5 (E12.5) were treated with CHIR99021 for three days *in vitro* to activate Wnt/β-catenin signaling, with DMSO-treated wild-type kidneys serving as controls. Four replicates per treatment were analyzed via RNA sequencing (GSE131240), identifying 917 significant DEGs (|Log FC= > 1, FDR < 0.05, Supplementary Table 1). 

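Treatment with CHIR99021 changed the expression of 2309 genes past both thresholds, of which 778 were higher and 1531 were lower than in the DMSO-treated kidneys. In 2279 of them the treated kidney differed in the same direction in all 4 pairs. The set held 2043 protein-coding genes, 83 lincRNAs and 59 antisense RNAs.
Among the 10 largest fitted rises was that of *Cnpy1*, a neighbour of *En2* on chromosome 5, which encodes a regulator of FGF signaling. It had 0 counts in the DMSO group and 681 in the CHIR99021 group, so it was at least 258-fold higher against a floor of 3 counts over the group (adjusted p = 4.18e-08 from edgeR's quasi-likelihood test). *Dlx6*, a homeobox gene of the limb and jaw, had 0 against 60 counts and was at least 22.8-fold higher on the same floor. *Rxfp1*, a receptor for the hormone relaxin, rose from 0.0310 ± 0.0359 to 16.0 ± 5.00 CPM (log2 fold change 8.76, SE 0.44, adjusted p = 2.94e-08). *Msx1*, a homeobox gene and BMP target, rose from 0.498 ± 0.234 to 43.4 ± 1.56 (log2 fold change 6.39, SE 0.17). *Gal*, which encodes the neuropeptide galanin, rose from 0.237 ± 0.0918 to 18.5 ± 8.36 (log2 fold change 6.25, SE 0.49). The antisense RNAs *Notumos* (log2 fold change 6.69) and *Myadml2os* (6.45) rose as well. *Notumos* shares 26.6% of its exon bases with *Notum* on the opposite strand, and *Myadml2os* 28.9% with *Myadml2*, also on the opposite strand. Without the strand of counting, reads in the shared parts cannot be assigned to either gene. The other genes among these 10 were *Notum*, *En2* and *Ntsr2*.
Among the 10 largest fitted falls, 6 genes had 0 counts in the whole CHIR99021 group. *Pnmt*, the enzyme that makes adrenaline, was at least 45.1-fold lower. *Cpa5*, a carboxypeptidase, was at least 38.7-fold lower, and *Ocm*, the calcium-binding protein oncomodulin, at least 38.4-fold. *Gm14163* was at least 29.3-fold lower, *Slfn1* at least 28.1-fold and *9130410C08Rik* at least 26.1-fold. The lincRNA *Gm12829* fell from 13.9 ± 1.65 to 0.0526 ± 0.0683 CPM (log2 fold change -7.91, SE 0.35). *Plin1*, a lipid droplet protein of fat cells, fell with a log2 fold change of -7.52 (SE 1.26), and of -6.49 without DMSO replicate 3, which stood at 19.0 CPM against 2.75 to 5.03 in the other DMSO-treated samples. *Serpina1a* (log2 fold change -7.67, with 57.6% of its 50-base stretches also found in other genes) and *Fga* (log2 fold change -7.74, adjusted p = 0.0395) encode plasma proteins of the liver. In DMSO replicates 2 and 4 *Fga* stood at 169.8 and 132 CPM, against 3.02 and 0.643 in DMSO replicates 1 and 3, and its call depended on the processing. It ended with limma-voom (adjusted p = 0.403), with no expression filter (adjusted p = 0.0626) and with all 5 fits of limma on log values (adjusted p = 0.0562 to 0.0745), in a range of 3.53e-07 to 0.403 over the alternatives. With samples left out in turn its adjusted p was 0.0183 to 0.0953, and the call held only without DMSO replicate 1 or 3. On replicates 1 and 3 alone, a fit chosen after the values were seen, its log2 fold change was -2.45 (adjusted p = 0.0554).
With limma on log2(FPKM + 1), 951 genes passed both thresholds, and 953 with the replicate number as a block. On log2(FPKM + 0.1) 1948 passed, and on log2(count + 1) 2171 with and without the block.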

Notably, genes such as palmitoleoyl-protein carboxylesterase (*Notum*), transmembrane protein 132 C (*Tmem132c*), neurotensin receptor 2 (*Ntsr2*), engrailed homeobox 2 (*EN2*), and APC down-regulated 1 (*Apcdd1*) were significantly upregulated, while crystallin, mu (*Crym*), TNF receptor-associated factor 1 (*Traf1*), WAP four-disulfide core domain 13 (*Wfdc13*), SIX homeobox 2 (*Six2*), neurotensin receptor 1 (*Ntsr1*), and mesenchyme homeobox 2 (*Meox2*) were notably downregulated in Wnt/β-catenin activated kidneys (FDR < 1e-3, |Log(FC)| > 4) (Fig. 1A).

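All 11 genes named from the volcano plot changed in the direction the plot gives, at an adjusted p under 0.001 and an absolute log2 fold change over 4, and in all 4 pairs. The study chose them on these samples, so their direction is not independent evidence. Adjusted over the list alone, the same 5 genes rose and the same 6 fell.
*Notum*, a secreted enzyme that inactivates Wnt proteins, lies on chromosome 11 from 120653788 to 120661175. It rose from 1.09 ± 0.0927 to 205 ± 8.74 CPM (log2 fold change 7.53, SE 0.078, adjusted p = 5.05e-15) in edgeR's quasi-likelihood test. *Apcdd1*, a membrane inhibitor of Wnt signaling on chromosome 18 from 62922327 to 62953195, rose from 30.3 ± 5.19 to 1199 ± 131 (log2 fold change 5.31, SE 0.14, adjusted p = 3.78e-09). *En2*, a homeobox gene on chromosome 5 from 28165694 to 28172166, was close to absent in the DMSO-treated kidneys, at 0.0887 ± 0.0368, and reached 28.2 ± 3.23 (log2 fold change 8.21, SE 0.20, adjusted p = 3.14e-11). *Ntsr2*, a neurotensin receptor on chromosome 12 from 16653382 to 16660227, had 1 count in each DMSO-treated sample and 12.2 ± 3.43 CPM after CHIR99021 (log2 fold change 7.52, SE 0.34, adjusted p = 3.62e-09). *Tmem132c*, a transmembrane protein on chromosome 5 from 127241808 to 127565793, rose from 2.43 ± 0.346 to 135 ± 33.1 (log2 fold change 5.79, SE 0.24, adjusted p = 4.09e-07).
*Six2*, the transcription factor that keeps nephron progenitors undifferentiated, lies on chromosome 17 from 85684277 to 85688274 and fell from 203 ± 28.4 to 5.05 ± 1.70 (log2 fold change -5.33, SE 0.21, adjusted p = 3.35e-07). *Meox2*, a homeobox gene on chromosome 12 from 37108540 to 37179534, fell from 17.2 ± 2.28 to 0.116 ± 0.0599, with a log2 fold change of -7.11 (SE 0.24). *Ntsr1*, the other neurotensin receptor, on chromosome 2 from 180499976 to 180544980, fell from 28.6 ± 3.65 to 0.228 ± 0.127, with a log2 fold change of -6.90 (SE 0.22). *Crym*, a thyroid hormone binding protein on chromosome 7 from 120186380 to 120202111, fell from 48.3 ± 4.19 to 1.31 ± 0.191 (log2 fold change -5.19). *Traf1*, an adaptor of TNF receptors on chromosome 2 from 34941750 to 34961772, fell from 58.2 ± 10.6 to 1.36 ± 0.226 (log2 fold change -5.41). *Wfdc13* on chromosome 2 from 164685107 to 164687706 fell from 3.49 ± 0.943 to 0.0488 ± 0.0326 (log2 fold change -5.92), on 3 counts in all after CHIR99021.
Of all tested genes, 150 passed these stricter thresholds, 62 higher and 88 lower. DESeq2 gave 246, with 89 higher and 157 lower. With limma on log values higher genes were the majority, at 70 higher and 51 lower on log2(count + 1), 46 and 31 on the same values with the replicate block, 39 and 21 on log2(FPKM + 0.1), and 7 and 2 on log2(FPKM + 1).

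**Figure D1:**
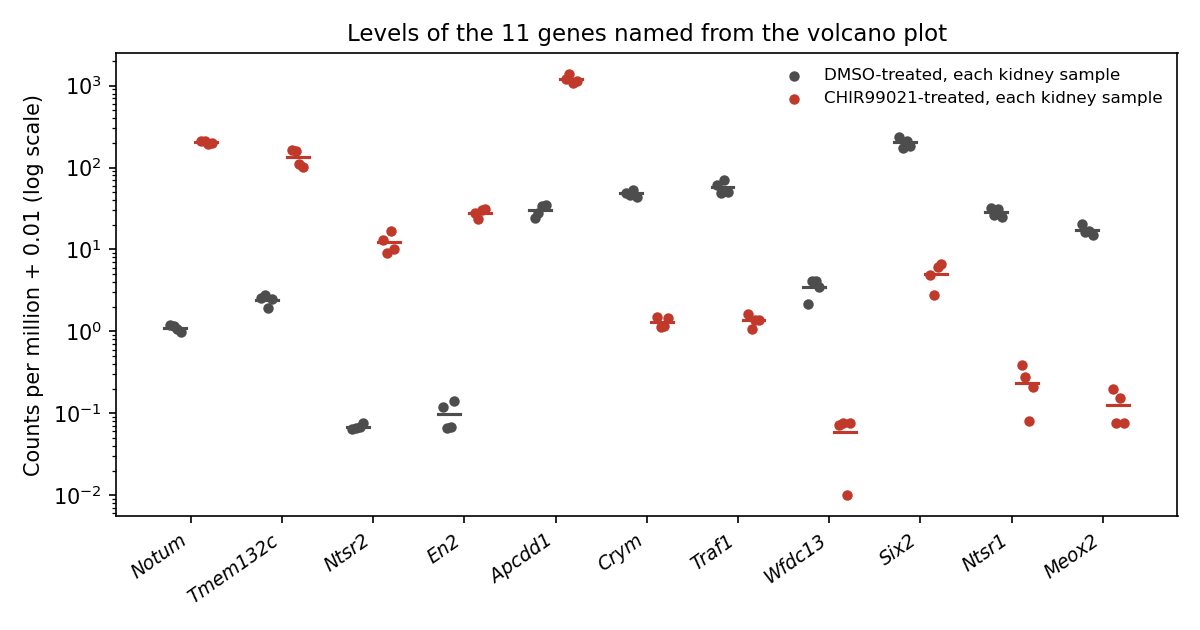
CPM plus 0.01, on a log axis, of the 11 genes named from the volcano plot; each point is 1 kidney sample and each line the mean of 4. For every gene the samples of the 2 groups lie apart, with *Notum* at 205 ± 8.74 after CHIR99021 against 1.09 ± 0.0927 with DMSO.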

**Fig. 1:**
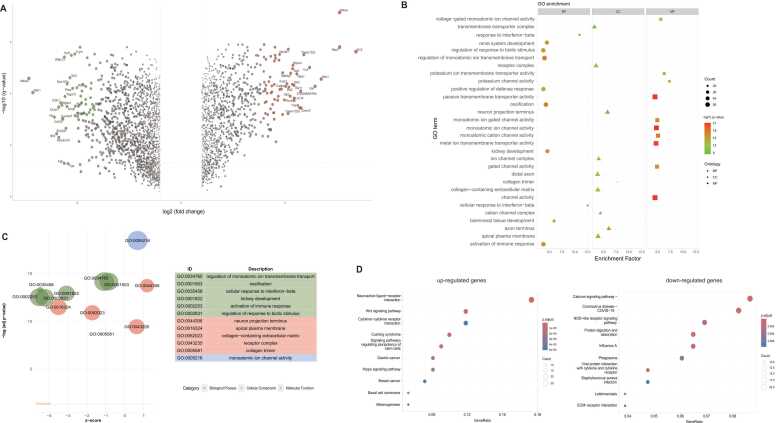
**The DEGs and function analysis. (A)** Volcano plot of the DEGs. DEGs were derived by analysis of the RNA-seq data GSE131240; each point represents one gene, genes shown in the red color were selected by adjusted p-value < 1e-3 and Log FC > 4 (case/control); the genes in green color represent the adjusted p-value < 1e-3 and Log FC < −4. **(B)** The GO analysis of the DEGs. The significantly differentially expressed gene list was determined by the adjusted p-value < 1e-2 and |Log FC= > 2 condition. The x-axis was the enrichment factor (for detailed calculation, please refer to the Method section). The y-axis was the GO term. This figure is divided into three parts, each representing one of the three major semantic categories of GO terms, including Biological Process / Cellular Component / Molecular Function. **(C)** The GO bubble plot. The x-axis was the z-score. The positive value represents the GO term is more likely to be increased, while the negative represents the GO term to be decreased. **(D)** The KEGG pathway analysis. The left figure showed the upregulated genes enriched pathways and the right figure showed the downregulated genes enriched KEGG pathways.

This study explored the roles of DEGs by mapping them to the Gene Ontology (GO) database, revealing enrichment in system development pathways, notably renal system and kidney development (FDR < 1e-2, |LogFC= > 2) (Fig. 1B). 

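Genes of self-renewing nephron progenitors fell in the CHIR99021-treated kidneys. Of 20 progenitor genes listed before the data were examined, 17 were lower and 0 higher (17 lower when adjusted over the list alone), with a median log2 fold change of -2.17. *Eya1*, a cofactor of *Six2* in progenitors, fell from 151 ± 10.5 to 10.3 ± 1.94 CPM (log2 fold change -3.88, SE 0.11, adjusted p = 9.02e-10) in edgeR's quasi-likelihood test. *Wt1*, a transcription factor of progenitors and podocytes, fell from 215 ± 16.8 to 80.8 ± 5.97 (log2 fold change -1.41, SE 0.067, adjusted p = 5.88e-09). *Six2*, *Meox2*, *Crym*, *Uncx* and *Cited1*, which the study names from these samples, are also on the list.
Genes of the next steps of nephron formation moved both ways. Of 19 tested genes of induced mesenchyme and early nephrons, 4 rose and 12 fell (4 and 13 when adjusted over the list alone). The 4 that rose were *Wnt4*, the signal that turns mesenchyme into epithelium (log2 fold change 2.35, SE 0.24, adjusted p = 0.000193), *Bmp2* (log2 fold change 1.95, SE 0.22, adjusted p = 0.000223), the homeobox gene *Emx2* (log2 fold change 0.78, SE 0.077, adjusted p = 3.68e-06) and the cadherin *Cdh4* (log2 fold change 0.77, adjusted p = 0.0381). The call of *Cdh4* ended with the replicate block in edgeR (adjusted p = 0.139) and in limma on log2(count + 1) (adjusted p = 0.0935) and with no expression filter (adjusted p = 0.0795), in a range of 0.00925 to 0.139 over the alternatives other than omitted samples. It also ended without DMSO replicate 2, 3 or 4 or CHIR99021 replicate 3 or 4 (adjusted p = 0.0728 to 0.101). Among those that fell was *Pou3f3*, a gene of the distal nephron (log2 fold change -1.17, SE 0.083). Of 16 tested podocyte genes, 12 fell and 3 rose (12 and 3 when adjusted over the list alone). *Col4a3* (log2 fold change -2.10, SE 0.17) and *Col4a4* (log2 fold change -2.52, SE 0.13), collagens of the glomerular basement membrane, were among those that fell. *Kirrel* (0.64) and *Magi2* (0.75) were among those that rose. Of 12 genes of the ureteric bud tip, 10 fell and 1 rose (10 and 1 when adjusted over the list alone). *Ros1*, a receptor kinase, fell from 14.5 ± 1.91 to 2.80 ± 0.707 (log2 fold change -2.38, SE 0.18). *Tfcp2l1*, a transcription factor of the ureteric epithelium, fell from 139 ± 17.9 to 32.8 ± 4.51 (log2 fold change -2.08, SE 0.12), and *Sox9* had a log2 fold change of -0.89 (SE 0.11).
In camera with a preset correlation of 0.01, the adjusted p was 1.54e-08 for progenitors, 0.0134 for induced mesenchyme, 0.00592 for podocytes and 0.000848 for the ureteric tip, all lower. With an estimated correlation these became adjusted p = 0.121, adjusted p = 0.605, adjusted p = 0.354 and adjusted p = 0.121.
For Gene Ontology, 883 genes passed an adjusted p under 0.01 and an absolute log2 fold change over 2, 286 higher and 597 lower. With limma on log2(FPKM + 1) they were 195, of which 105 were higher and 90 lower. With limma on log2(count + 1) they were 796, of which 336 were higher and 460 lower. The paper's sets for KEGG, for which its text names no threshold, held 334 higher and 468 lower genes. Of 128 tested genes annotated directly to kidney development, 8 were in the lower and 2 in the higher set. The lower ones included *Six2*, and the higher ones were *Stra6*, a retinol transporter (log2 fold change 4.00, SE 0.17), and *C030034L19Rik* (log2 fold change 2.85, SE 0.45), both named here after their values were seen. *C030034L19Rik* shares 43.6% of its exon bases with *Zfp704* on the opposite strand, and reads there cannot be assigned without the strand of counting. Fisher's exact test over both directions gave an adjusted p = 0.256, and over lower genes an adjusted p = 0.181, adjusted over 33 tests of the terms named in the paper. Of 18 genes annotated directly to renal system development, 0 were in either set by edgeR or by DESeq2, and 7 were higher and 8 lower at an unadjusted p under 0.05. Over all terms, metanephros development had 9 of 37 genes in the lower set (Fisher's exact test, adjusted p = 0.00102 over a scan of 2972 terms in both directions).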

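Genes of the type I interferon response fell in the CHIR99021-treated kidneys. Of 28 interferon genes listed before the data were examined, 26 were lower and 0 higher (26 lower when adjusted over the list alone), with a median log2 fold change of -2.10. *Irf7*, the transcription factor that amplifies the response, fell from 32.4 ± 6.28 to 3.49 ± 0.519 CPM (log2 fold change -3.21, SE 0.16, adjusted p = 1.82e-08) in edgeR's quasi-likelihood test. *Ifit3*, an antiviral protein, fell from 15.1 ± 3.99 to 0.846 ± 0.167 (log2 fold change -4.14, SE 0.24, adjusted p = 3.27e-08), although 51.2% of its 50-base stretches also occur in *Ifit3b*. *Isg15*, a ubiquitin-like modifier, fell from 13.9 ± 1.10 to 2.44 ± 0.470 (log2 fold change -2.51, SE 0.15, adjusted p = 4.19e-08). The 2 that did not pass were the signaling factor *Irf9* (log2 fold change -0.10, SE 0.099) and the RNA sensor *Ddx58* (log2 fold change -0.05, SE 0.067). They were chosen after their values were seen.
Of 16 genes of antigen presentation, 14 fell and 0 rose (14 when adjusted over the list alone). DMSO replicate 4, which also held least macrophage RNA, had the lowest mean log2 CPM of the DMSO group for both lists, 3.88 for interferon genes against 4.19 to 4.37 and 3.77 for antigen presentation against 4.16 to 4.29. The MHC class II genes *H2-Ab1* (log2 fold change -1.21, SE 0.081, adjusted p = 1.16e-07) and *H2-Aa* (log2 fold change -3.44, SE 0.35, adjusted p = 1.63e-05) were among them. In camera, the adjusted p was 1.26e-10 for interferon genes and 2.20e-05 for antigen presentation, which became adjusted p = 0.181 and adjusted p = 0.354 with an estimated correlation.
Among the 597 genes lower at an adjusted p under 0.01 and past an absolute log2 fold change of 2 were 45 of 273 genes annotated to innate immune response (Fisher's exact test, adjusted p = 2.65e-14 over the scan of 2972 terms). The set also held 40 of 253 genes of the inflammatory response (adjusted p = 4.53e-12) and 16 of 62 of the cellular response to interferon-gamma (adjusted p = 3.25e-07). Of 9 genes annotated directly to response to interferon-beta, 0 were in either set by edgeR or by DESeq2, with 3 higher and 4 lower at an unadjusted p under 0.05. Macrophage transcripts, which carry many immune genes, fell in the same kidneys, and *Mpeg1*, a pore-forming protein of macrophages, went from 41.3 ± 12.8 to 4.61 ± 0.774 (log2 fold change -3.16, SE 0.29). The direct annotation used here held 1 tested gene of activation of immune response, too few to test.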

The DEGs were also linked to immunological processes, including the activation of the immune response, positive regulation of defense response, and response to interferon-beta (FDR < 1e-2, |LogFC= > 2) (Fig. 1B). Specific GO terms such as regulation of monoatomic ion transmembrane transport, ossification, cellular response to interferon-beta, kidney development, activation of immune response, regulation of response to biotic stimulus, apical plasma membrane, collagen-containing extracellular matrix, and collagen trimer were downregulated. In contrast, receptor complex, neuron projection terminus, and monoatomic ion channel activity were upregulated (Fig. 1C). Furthermore, the study identified genes associated with these pathways, including DEP domain containing 1a (*Depdc1a*) and transferrin receptor (*Tfrc*) with E2F target processes, and C-X3-C motif chemokine ligand 1 (*Cx3cl1*) and Kruppel-like transcription factor 6 (*Klf6*) with the inflammatory response (Supplementary Figure 1).

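Genes of the apical membrane and of the interferon-beta response passed the thresholds more often as lower than as higher genes after CHIR99021, while collagen, matrix and bone-formation genes went both ways. Of 238 tested genes annotated directly to the apical plasma membrane, 35 were in the lower set and 6 in the higher (Fisher's exact test for lower genes, adjusted p = 6.83e-11). Of 33 genes of the cellular response to interferon-beta, 13 were in the lower set and 0 in the higher (adjusted p = 4.29e-10).
For ossification, 9 of 69 genes were in the lower set (adjusted p = 0.00305) and 5 in the higher (adjusted p = 0.0153). The 5, named after their values were seen, were *Runx1*, a transcription factor of blood and skeletal cells, from 20.8 ± 2.93 to 261 ± 18.9 CPM, the homeobox gene *Msx2*, from 1.29 ± 0.616 to 23.1 ± 7.89, *Twist1*, a mesenchymal transcription factor, from 11.7 ± 0.199 to 79.8 ± 9.76, the growth factor *Bmp5*, from 0.862 ± 0.586 to 9.74 ± 2.89, and the matrix protease *Mmp9*, from 15.3 ± 6.60 to 411 ± 271. Their log2 fold changes were 3.65, 4.15, 2.76, 3.49 and 4.74 in that order. *Bmp5* shares 46.7% of its exon bases with *Gm26903* on the opposite strand, and reads there cannot be assigned without the strand of counting.
For collagen trimer, 9 of 58 genes were in the lower set (adjusted p = 0.00115) and 5 in the higher (adjusted p = 0.00871). The higher ones, named after their values were seen, were *Col12a1* (log2 fold change 2.54, SE 0.14), *Col23a1* (log2 fold change 2.18, SE 0.14), *Emilin2* (log2 fold change 2.48, SE 0.11), *Ccbe1* (log2 fold change 2.10, SE 0.16) and *Cthrc1*. The lower ones were in part genes of macrophages, whose transcripts fell in the same kidneys, with the complement subunits *C1qb* and *C1qc* (log2 fold change -3.14, SE 0.68) and the scavenger receptors *Marco* (log2 fold change -4.63, SE 0.75) and *Msr1* (log2 fold change -3.12, SE 0.50), named after their values were seen, beside collagens such as *Col11a2*. Collagen-containing extracellular matrix was not among the annotated terms. For extracellular matrix, a related term, 9 of 185 genes were in the higher set (adjusted p = 0.0109) and 4 in the lower (adjusted p = 1). These 4, also named after their values were seen, were *Cilp* (log2 fold change -4.83, SE 0.37), *Gm4804* (log2 fold change -3.74, SE 0.62), *Hapln1* (log2 fold change -2.28, SE 0.39) and *Fgf10*, a growth factor of branching epithelia (log2 fold change -4.34, SE 0.23). For proteinaceous extracellular matrix, another related term, 23 of 203 genes were in the lower set (adjusted p = 0.000440 over the scan of 2972 terms) and 16 in the higher (adjusted p = 9.56e-05). Of 41 tested collagen genes taken by their symbols, 16 rose and 15 fell (18 and 16 when adjusted over the list alone), and the camera test gave an adjusted p = 0.994, with a median log2 fold change of 0.01 and a mean of -0.26. *Col5a2* rose from 209 ± 22.6 to 550.4 ± 39.2 (log2 fold change 1.40, SE 0.077, adjusted p = 4.50e-08) in edgeR's quasi-likelihood test and *Col26a1* from 82.4 ± 9.07 to 242 ± 12.4 (log2 fold change 1.55, SE 0.072, adjusted p = 8.36e-09), while *Col11a2* fell from 25.3 ± 0.413 to 4.22 ± 0.549 (log2 fold change -2.58, SE 0.10, adjusted p = 1.56e-09).
Regulation of ion transmembrane transport held 3 tested genes, too few to test, and regulation of response to biotic stimulus was not analysed here.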

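Receptor and ion channel genes moved in both directions. Of 96 tested genes annotated directly to receptor complex, 4 were in the higher set (Fisher's exact test, adjusted p = 0.164) and 9 in the lower (adjusted p = 0.0221). The 4 higher ones were the leptin receptor *Lepr*, from 8.26 ± 1.64 to 62.3 ± 5.63 CPM, the receptor partner *Ramp3*, from 4.93 ± 1.03 to 20.7 ± 1.59, the ATP-gated channel *P2rx2*, from 0.564 ± 0.149 to 2.67 ± 0.877, and the peroxisomal import receptor homologue *Pex5l*, from 0.468 ± 0.113 to 2.31 ± 0.995. Of 13 genes of neuron projection terminus, *Slc32a1*, a vesicular transporter of GABA and glycine, was in the higher set (log2 fold change 4.30, SE 0.41) and *Mme*, the membrane peptidase neprilysin, in the lower (log2 fold change -3.18, SE 0.11). The adjusted p values were 0.301 for higher and 0.553 for lower genes. Of 15 genes of ion channel activity, the cation channels *Trpa1* (log2 fold change 3.71, SE 0.34) and *Trpc6* (log2 fold change 2.38, SE 0.38) were in the higher set and 0 in the lower in edgeR (adjusted p = 0.0567 for higher genes). With no fold minimum, 4 of the 15 were higher and 6 lower at an adjusted p under 0.05. For neuron projection terminus 3 were higher and 6 lower. All genes named for these terms were chosen after their values were seen.
Of 173 tested ion channel genes taken by their symbols, 50 rose and 60 fell (51 and 61 when adjusted over the list alone), and the camera test gave an adjusted p = 0.728. *Kcnab1*, a subunit of potassium channels, rose from 2.17 ± 0.391 to 50.0 ± 3.59 (log2 fold change 4.52, SE 0.11, adjusted p = 3.14e-11) in edgeR's quasi-likelihood test. *Kcnk2*, a leak potassium channel, rose from 4.29 ± 0.602 to 30.6 ± 2.31 (log2 fold change 2.83, SE 0.11, adjusted p = 1.19e-09), and *Kcns3*, a potassium channel subunit, fell from 19.4 ± 0.636 to 2.61 ± 0.437 (log2 fold change -2.88, SE 0.13, adjusted p = 3.03e-09). Of 14 tested neural genes, *Elavl4*, an RNA-binding protein of neurons, fell (log2 fold change -2.02, adjusted p = 0.0448) and 0 rose, and adjusted over the list alone 0 rose and 0 fell. At an unadjusted p under 0.05 the neural counts were 2 lower and 0 higher in edgeR, and DESeq2 gave 1 lower and 0 higher at an adjusted p under 0.05. For the neural list camera gave an adjusted p = 0.899 toward lower genes, although the median log2 fold change was 0.58 (-0.75 without CHIR99021 replicate 2) and the mean 0.45, and the call of *Elavl4* was lost without CHIR99021 replicate 1 (adjusted p = 0.0895), and likewise without any other sample except CHIR99021 replicate 2 (3.11e-05 to 0.113 over the samples left out), and with no expression filter (adjusted p = 0.0841). The neural level stood apart in the kidneys of replicate 2, at a mean log2 CPM of 3.21 with DMSO against 1.61 to 1.80 in the other DMSO-treated samples.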

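All 4 of these genes were lower in the CHIR99021-treated kidneys, by less than the fold of 2 that defines the differentially expressed genes. *Depdc1a*, a gene of mitosis on chromosome 3 from 159495433 to 159529955, stood at 42.7 ± 3.92 CPM with DMSO and 36.3 ± 3.79 with CHIR99021 (log2 fold change -0.24, SE 0.086, adjusted p = 0.0372) in edgeR's quasi-likelihood test. *Tfrc*, the transferrin receptor, on chromosome 16 from 32608920 to 32632794, fell from 170.2 ± 15.3 to 137 ± 17.3 (log2 fold change -0.31, SE 0.091, adjusted p = 0.0152) and was lower in 3 of the 4 pairs. *Cx3cl1*, the ligand of the macrophage receptor *Cx3cr1*, on chromosome 8 from 94772009 to 94782427, fell from 30.6 ± 5.99 to 15.8 ± 1.09 (log2 fold change -0.95, SE 0.12, adjusted p = 5.25e-05). *Klf6*, a transcription factor on chromosome 13 from 5861482 to 5870394, fell from 143 ± 13.6 to 94.7 ± 6.70 (log2 fold change -0.59, SE 0.072, adjusted p = 2.16e-05). The study chose these genes on the same samples, so that their direction is not independent evidence, and all 4 fell when adjusted over the list alone.
Cell cycle genes were lower by a like amount. Of 25 genes of the cell cycle and DNA replication, 2 of which the study also names, 21 fell and 0 rose (21 when adjusted over the list alone), with a median log2 fold change of -0.31. None of the 21 passed the fold threshold. *Mki67*, the proliferation marker, went from 464 ± 34.9 to 268 ± 30.6 (log2 fold change -0.79, SE 0.082), and *Mcm7*, a subunit of the replicative helicase, from 158 ± 12.9 to 88.2 ± 8.76 (log2 fold change -0.85, SE 0.076). For cell cycle genes camera gave an adjusted p = 1.81e-05, and adjusted p = 0.367 with an estimated correlation. Of 14 immediate early and heat shock genes, 2 rose and 3 fell (2 and 3 when adjusted over the list alone; camera, adjusted p = 0.648). *Ier3* (log2 fold change 1.56, SE 0.10) and *Jun* (log2 fold change 0.86, SE 0.092) rose, and *Klf6*, *Myc* and the heat shock gene *Hspa1a* (log2 fold change -0.65, SE 0.20) fell. The call of *Hspa1a* ended with no expression filter (adjusted p = 0.0610), with limma on log2(FPKM + 0.1) (adjusted p = 0.0653) and on log2(count + 1) (adjusted p = 0.0890, and 0.0584 with the replicate block), in a range of 0.00192 to 0.0890 over the alternatives other than omitted samples. It also ended without DMSO replicate 1 or 2 or CHIR99021 replicate 2 or 3 (adjusted p = 0.0516 to 0.0553). In *Hspa1a*, 60.3% of the 50-base stretches also occur in other genes, most of them in *Hspa1b*.
The call of *Depdc1a* ended with the replicate block (adjusted p = 0.0606), with DESeq2 (adjusted p = 0.0548), with all 5 fits of limma on log values (adjusted p = 0.0518 to 0.167) and without DMSO replicate 1 (0.0879) or 2 (0.119) or CHIR99021 replicate 1 (0.0946) or 2 (0.114). Over the alternatives other than omitted samples its adjusted p was 0.0166 to 0.167. Of its 50-base stretches, 60.8% also occur in other genes, most of them in *Gm5596*.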

In this study, KEGG analysis was conducted to determine the pathways of the upregulated and downregulated genes. It was found that 334 upregulated genes were enriched in the Wnt signaling pathway, neuroactive ligand-receptor interaction pathway, cytokine-cytokine receptor interaction pathway, signaling pathways regulating pluripotency of stem cells, and Hippo signaling pathway (Fig. 1D). Additionally, 468 downregulated genes were enriched in the calcium signaling pathway, COVID-19 pathway, NOD-like receptor signaling pathway, and protein digestion and absorption (Fig. 1D).

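Most tested targets of Wnt/β-catenin signaling rose in the CHIR99021-treated kidneys. Of 19 tested targets and feedback genes listed before the data were examined, 16 were higher and 3 lower (16 and 3 when adjusted over the list alone), with a median log2 fold change of 2.59. *Axin2*, a scaffold of the complex that degrades β-catenin and a widely used readout of the pathway, rose from 28.1 ± 2.39 to 267 ± 15.8 CPM (log2 fold change 3.24, SE 0.069, adjusted p = 9.47e-12) in edgeR's quasi-likelihood test. *Notum*, *En2*, *Apcdd1* and *Nkd1*, which the study names from these samples, are on the same list. The 3 that fell were *Myc*, a growth regulator (log2 fold change -1.84, SE 0.13, adjusted p = 1.55e-06), *Ccnd1*, a cyclin of the G1 phase (log2 fold change -1.58, SE 0.082, adjusted p = 4.72e-08), and the receptor *Lgr6* (log2 fold change -0.57, adjusted p = 0.0328). Because kidneys without target gene changes were excluded, the rise of this list is not independent evidence. The camera test gave an adjusted p = 1.12e-08, and adjusted p = 0.121 with an estimated correlation.
Of 38 tested Wnt ligands, receptors and secreted modulators, 17 rose and 15 fell (17 and 15 when adjusted over the list alone; camera, adjusted p = 0.220). *Fzd10*, a Wnt receptor, rose from 6.03 ± 0.637 to 79.9 ± 7.54 (log2 fold change 3.72, SE 0.096, adjusted p = 3.82e-11), while the receptor *Fzd4* fell from 204 ± 14.2 to 34.9 ± 1.40 (log2 fold change -2.54, SE 0.06, adjusted p = 2.45e-11). *Wls*, the carrier that brings Wnt proteins to the cell surface, rose from 157 ± 3.21 to 314 ± 19.3 (log2 fold change 1.00, SE 0.05).
Of 96 receptors for neurotransmitters and peptide hormones, 32 rose and 31 fell (34 and 31 when adjusted over the list alone; camera, adjusted p = 0.792; median log2 fold change 0.06, mean -0.02). *S1pr3*, a receptor for sphingosine-1-phosphate, rose from 63.4 ± 2.01 to 128 ± 4.03 (log2 fold change 1.01, SE 0.047), and the glutamate receptor *Grm7* fell from 9.26 ± 1.13 to 0.865 ± 0.186 (log2 fold change -3.41, SE 0.19). Of 101 chemokines, interleukins, TNF family members and their receptors, 22 rose and 40 fell (23 and 40 when adjusted over the list alone; camera, adjusted p = 0.125). The camera call of this list appeared without CHIR99021 replicate 2 (adjusted p = 0.0214), in a range of 0.0214 to 0.242 over the samples left out. *Tnfrsf19*, a receptor that is itself a Wnt target, rose from 22.3 ± 2.92 to 134 ± 11.6 (log2 fold change 2.59, SE 0.093), and the receptor *Il6ra* from 3.60 ± 0.771 to 14.3 ± 1.82 (log2 fold change 1.99, SE 0.16). Of 22 genes of the Hippo pathway and its targets, 7 rose and 3 fell (7 and 3 when adjusted over the list alone; camera, adjusted p = 0.579), and in edgeR 0 passed the fold threshold. *Frmd6* (log2 fold change 0.56) and the coactivator *Wwtr1* (0.34) rose, and *Axl* (-0.40), *Crim1* (-0.51) and *Amotl2* (-0.34) fell. Genes of the pluripotency pathway were not analysed here as a list. The Hippo list and the others here are not the KEGG pathways, so they do not test the paper's enrichment. The call of *Lgr6* ended with all 5 fits of limma on log values, with an adjusted p = 0.368 on log2(FPKM + 1) (0.0150 to 0.381 over the alternatives), and without DMSO replicate 1 or 2 or CHIR99021 replicate 1, 3 or 4 (adjusted p = 0.0538 to 0.104).

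**Figure D2:**
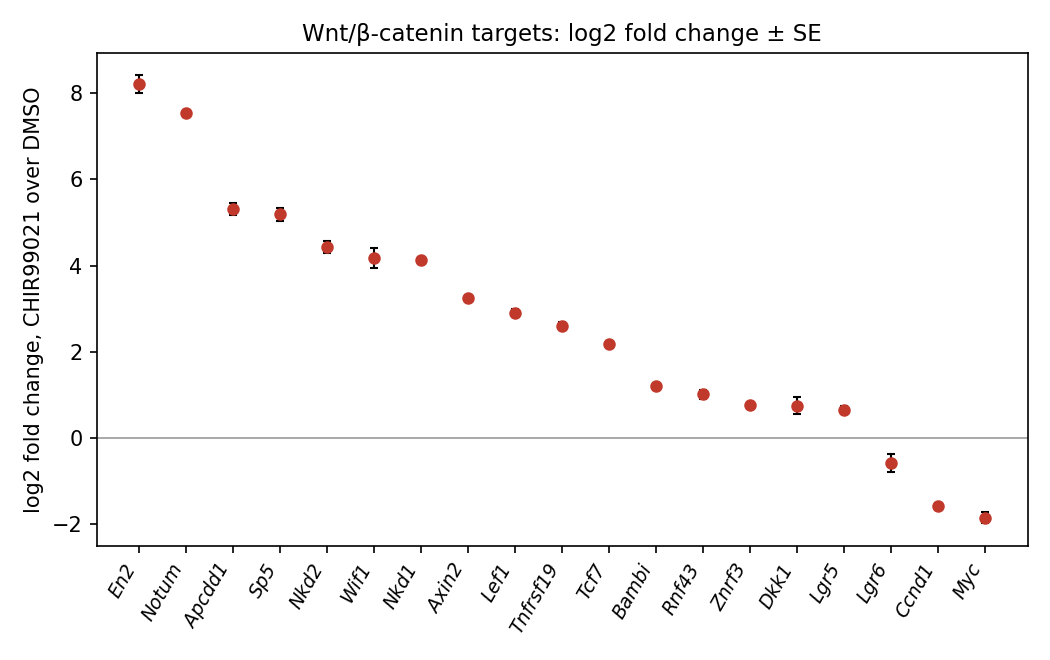
log2 fold change of CHIR99021 over DMSO with its standard error for the 19 tested Wnt/β-catenin targets, ordered by size. *En2* is highest at 8.21 and *Myc* lowest at -1.84. *En2* had few counts in the DMSO group, so its standard error can be too small.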

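Calcium-handling genes and genes of complement and NOD-like receptor signaling moved both ways after CHIR99021. Of 49 tested calcium channels, pumps and effectors, 12 rose and 17 fell (12 and 18 when adjusted over the list alone; camera, adjusted p = 0.225). *Atp2a3*, a calcium pump of the endoplasmic reticulum, fell from 13.2 ± 1.82 to 0.545 ± 0.106 CPM (log2 fold change -4.57, SE 0.19, adjusted p = 1.81e-09) in edgeR's quasi-likelihood test. *Cacna1h*, a T-type calcium channel, fell from 68.6 ± 5.91 to 25.9 ± 3.29 (log2 fold change -1.40, SE 0.092, adjusted p = 1.18e-07), while the L-type channel *Cacna1c* rose from 24.7 ± 2.93 to 123 ± 5.04 (log2 fold change 2.31, SE 0.077, adjusted p = 2.61e-10).
Of 17 tested genes of complement and NOD-like receptor signaling, 7 fell and 2 rose (7 and 2 when adjusted over the list alone; camera, adjusted p = 0.125). *C4b*, a complement component, fell from 23.6 ± 6.06 to 4.80 ± 2.76 (log2 fold change -2.30, SE 0.37, adjusted p = 0.00134), with 34.6% of its 50-base stretches also found in other genes, most of them in *C4a*. *Casp1*, the protease of the inflammasome, fell from 1.75 ± 0.606 to 0.283 ± 0.221 (log2 fold change -2.61, SE 0.46, adjusted p = 0.000419). The 2 that rose were *Nfkbia*, an inhibitor of NF-κB (log2 fold change 0.42), and *Gsdmd*, a pore-forming protein of cell death (0.53). The camera call of this list appeared without DMSO replicate 4 (adjusted p = 0.0418) and without CHIR99021 replicate 2 (adjusted p = 0.0296), in a range of 0.0296 to 0.183 over the samples left out. DMSO replicate 4, in which macrophage genes stood below the other DMSO-treated samples, was also the lowest of them for this list, at a mean log2 CPM of 3.84 against 4.02 to 4.24, so the falls in the list are not told apart from the fall of macrophage RNA. The genes of the COVID-19 and protein digestion pathways were not analysed here as lists, and the lists used here are not the KEGG pathways.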

### 3.2 Differential gene expression profiling of altered Wnt/β-catenin signaling in mouse embryonic kidney ureteric buds

Previous studies have reported that β-catenin is mainly expressed in ureteric buds [16], [17], [18]. Leveraging datasets GSE20325 (β-catenin gain of function in ureteric bud, Supplementary Table 2) and GSE9629 (β-catenin loss of function in ureteric bud, Supplementary Table 3), this study investigated the impact of β-catenin modulation on gene expression in ureteric buds. This analysis sought genes with inverse expression patterns between β-catenin activation (gain of function) and inhibition (loss of function). Five genes with such differential expression were identified. *Rdh7* and *Ifna4* were upregulated with β-catenin activation but downregulated upon its deficiency, while *Adarb2*, *D4Ertd58e*, and *2410018L13Rik* showed the opposite trend (p-value < 5e-2, |Log FC= >1) (Figs. 2A, 2B).

**Fig. 2:**
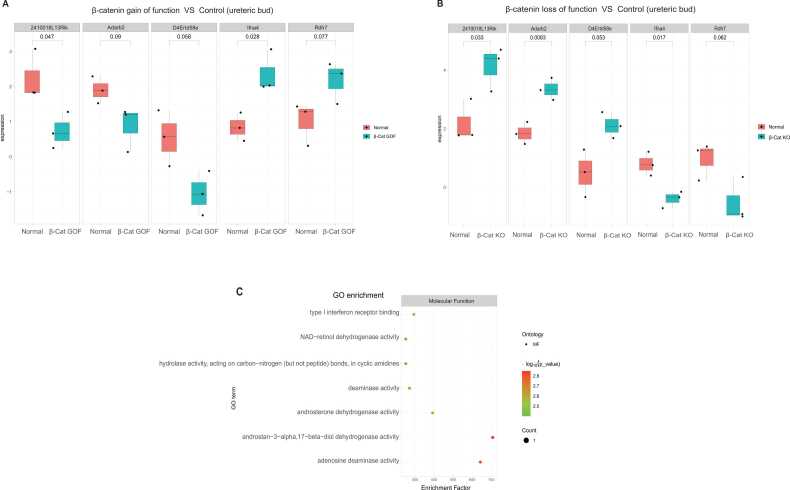
**The gene expression profile of the β-catenin deficient and activated dataset. (A)** Boxplot of the DEGs for dataset GSE20325 (gain of function in ureteric bud). The DEGs were selected by the following conditions: p-value < 5e-2 and |Log(FC)| > 1 (case/control). **(B)** The boxplot of the DEGs for dataset GSE9629 (loss of function in ureteric bud). The DEGs were selected by the following conditions: p-value < 5e-2 and |Log(FC)| > 1. **(C)** GO term analysis of the significantly differentially expressed genes, the x-axis was the enrichment factor.

GO analysis on these five genes revealed enrichment in molecular function GO terms, such as type I interferon receptor binding, NAD-retinol dehydrogenase activity, androsterone dehydrogenase activity, and deaminase activity (Fig. 2C). The consistent inverse expression patterns of these five genes following the activation or inhibition of β-catenin reliably establish the regulatory impact of the transcription factor β-catenin on these genes (Figs. 2A, 2B).

### 3.3 The different transcript profiles in ureteric bud and cap mesenchyme after activation of the Wnt signaling pathway

Transcriptomic changes in the ureteric bud and cap mesenchyme in response to Wnt signaling activation were analyzed using datasets GSE20325 (β-catenin gain of function in the ureteric bud) [37] and GSE39583 (β-catenin gain of function in the cap mesenchyme). In the ureteric bud, seven genes showed significant differential expression upon Wnt pathway activation: *C79452, Cep295nl,* and *Slc28a3* were downregulated; *Dnmt3l*, *Guca2b*, *Il1rapl2*, and *Tmem14c* were upregulated (FDR < 5e-2, |Log FC= >1) (Fig. 3A). In the cap mesenchyme, 294 genes exhibited significant differential expression across three experimental groups treated with BIO versus DMSO controls (FDR < 5e-2 and |Log FC= > 1) (Supplementary Tables 4 and 5). Notably, genes like *Cpz, Gdpd1, Rnase4, Cd83, Wnt6,* and *Grb14* were upregulated in the first group, while *Csrp1, Ccn2*, *Col3a1*, and *Foxc1* were downregulated (Fig. 3B). The second group showed general downregulation of genes such as *Bcar1* and *Limch1*, with *Fhod3* and *Edar* upregulated (Fig. 3C). Similarly, group three saw upregulation of *Edar* and downregulation of genes including *Ptgs2* and *Hspb1* (Fig. 3D).

**Fig. 3:**
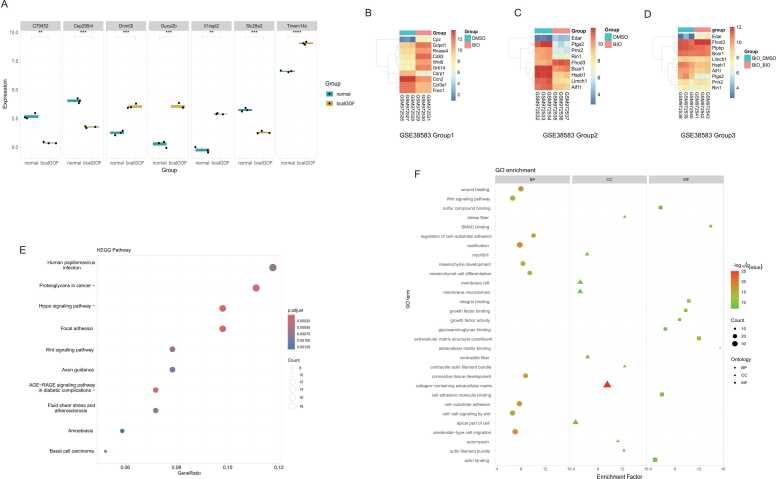
**Transcriptional response of ureteric bud and cap mesenchyme to Wnt activation. (A)** Boxplot of the DEGs for the dataset GSE20325. DEGs were selected by the following conditions: adjusted p-value < 5e-2 and |Log(FC)| > 1 (case/control). **(B-D)** Heatmap of the DEGs of GSE39583. DEGs were selected by the following conditions: adjusted p-value < 5e-2 and |Log(FC)| > 1. **(E)** KEGG pathway analysis for the 294 significant expressed genes in cap mesenchyme. The x-axis shows the gene ratio. **(F)** GO term analysis of the significantly expressed genes in cap mesenchyme after the Wnt pathway activation. The x-axis represents the enrichment factor.

Due to the paucity of significantly differentially expressed genes in GSE20325, functional enrichment analysis was not performed. However, analysis of the 294 DEGs in the cap mesenchyme revealed substantial enrichment in KEGG pathways, including Wnt signaling, Hippo signaling, focal adhesion, and AGE-RAGE signaling in diabetic complications (Fig. 3E). GO term analysis indicated these DEGs were predominantly associated with the Wnt signaling pathway, regulation of cell-substrate adhesion, mesenchyme development, and cell−cell signaling by the Wnt biological process (Fig. 3F), with a general trend of decrease (Supplementary Figure 2). These findings suggest distinct downstream signaling effects following Wnt pathway activation in the ureteric bud and cap mesenchyme.

### 3.4 Identification of target gene based on the β-catenin ChIP-Seq data

To identify genes directly regulated by β-catenin, this study integrated a β-catenin ChIP-seq dataset (GSE39837) with a gene expression dataset (GSE39583), mapping ChIP peaks to gene loci (Supplementary Table 6). 221 genes were identified as potential direct targets of β-catenin, including notable genes such as *Accn1* and *Stra13* on chromosome 11, *Fam19a5* on chromosome 15, *Dpp6* and *A930011G23Rik* on chromosome 5, and *Dkk2* and *Mecom* on chromosome 3 (Fig. 4A, Supplementary Table 6). The study identified 31, 31, and 21 genes overlapping between the β-catenin ChIP-seq data (GSE39837) and groups 1, 2, and 3 from the β-catenin activation data in cap mesenchyme (GSE39583) (Figs. 4B, 4C, 4D). In group 1, genes such as *Dpp6*, *Tm9sf4*, *Tnfrsf19*, and *Fgf12* were identified as directly regulated by β-catenin (Fig. 4B). In group 2, *Dpp6*, *Tm9sf4*, *Fgf12*, and *Tnfrsf19* were found to be target genes of β-catenin (Fig. 4C). In group 3, *Dpp6*, *Fgf12*, and *Tnfrsf19* were also identified as directly impacted by β-catenin (Fig. 4D). The direct regulatory effect of β-catenin on these target genes was present in at least two groups.

**Fig. 4:**
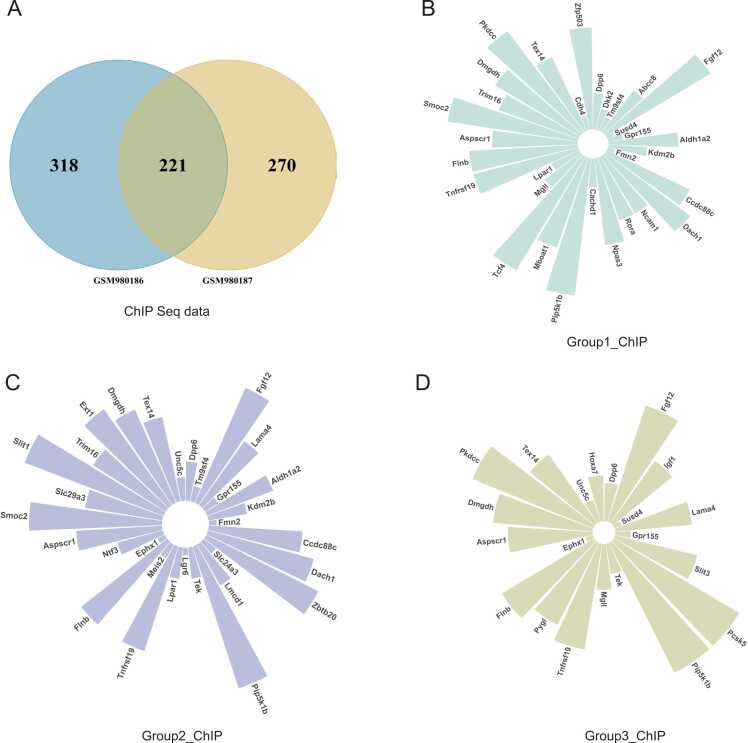
**The ChIP-Seq analysis of the β-catenin ChIP dataset GSE39837. (A)** For the two biological replicate samples for the β-catenin ChIP data, the peak numbers for each biological replicate were shown in the figure. **(B-D)** The overlap genes of the β-catenin ChIP data and β-catenin gain of function DEGs in cap mesenchyme for group 1 (B), group 2 (C), and group 3 (D) of dataset GSE39583. The length of each circle barplot was the chromosome ID. The gene in each chromosome was texted in the figure.

### 3.5 Single-cell analysis of mouse kidney

Cell-type canonical marker genes from mouse single-cell data were derived from the publicly released single-cell RNA-seq dataset in the Mouse Cell Atlas (MCA) database. The canonical marker gene count of Macrophage_Lyz2 high ranked the highest, followed by Macrophage_Apoe high, Proximal tubule cell_Fxyd2 high, Collecting duct principal cell, Glomerular endothelial cell_Egfl7 high, and Fibroblast_Dlk1 high. The differences in gene counts among these different cell types were small (Fig. 5A).

**Fig. 5:**
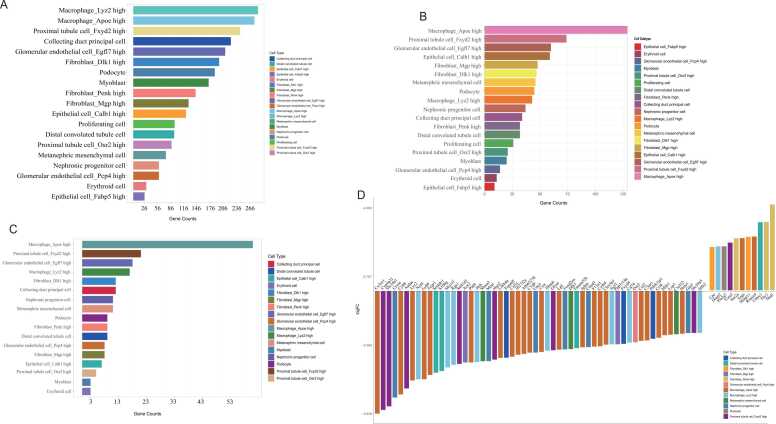
**Cell types of differentially expressed genes in GSE131240.** (A) Number of marker genes for 19 fetal kidney cell types in the MCA database. (B) Gene counts of the overlap of DEGs in GSE131240 (FDR < 0.05) and the cell marker genes from the MCA database, grouped by cell types. (C) Gene counts of the overlap of DEGs in GSE131240 (FDR < 0.05, |Log(FC)| > 1) and the cell marker genes from the MCA database, grouped by cell types. (D) The fold change of the top 67 DEGs in GSE131240 (FDR < 0.05, |Log(FC)| > 1) that are overlap with the cell marker genes from the MCA database, grouped by cell types. Supplementary Figure 1. The correlation of the GO Terms and genes for the dataset GSE131240. The figure shows the genes correlated with GO terms, the circle in the middle represents the GO term, and genes are connected by a line segment. Supplementary Figure 2. The GO bubble plot for the 294 significantly differentially expressed genes in cap mesenchyme (dataset GSE39583). The x-axis was the z-score. The positive value represents the GO term, which is more likely to be increased, while the negative represents the GO term, which is likely to be decreased. Supplementary Figure 3. The experimental design involved treating cap mesenchyme cells, which are undifferentiated nephron progenitors, with 4 μM BIO to activate Wnt signaling, as documented in dataset GSE39583.

To elucidate the cellular diversity influenced by Wnt/β-Catenin signaling in embryonic kidney development, differentially expressed genes (DEGs, FDR < 0.05) from dataset GSE131240 were mapped against 2718 canonical cell-type markers of the embryonic kidney from the Mouse Cell Atlas. This analysis identified 787 genes shared between these datasets with significant adjusted p-values (adjusted p-value < 0.05) (Supplementary Table 7). These genes were distributed across nineteen cell subtypes (Fig. 5B), with the highest gene counts in Macrophage_Apoe high, followed by Proximal tubule cell_Fxyd2 high, Glomerular endothelial cell_Egfl7 high, Epithelial cell_Calb1 high, Fibroblast_Mgp high, and Fibroblast_Dlk1 high. 

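At an adjusted p under 0.05 with no fold minimum, edgeR's quasi-likelihood test found 8138 of 16723 tested genes changed, 3958 higher and 4180 lower after CHIR99021. The balance depended on the processing, with 3366 higher and 4747 lower under upper-quartile scaling, and with more higher than lower genes in all 5 fits of limma on log values, such as 4250 and 3873 on log2(count + 1). In 7919 of them the direction was the same in all 4 pairs. These genes include small changes in abundant genes as well as the large ones. *Aurkb*, a kinase of mitosis named after its values were seen, is an example of the first kind, with a log2 fold change of -0.67. The Mouse Cell Atlas markers and the supplementary table of shared genes were not analysed here, and cell types are described by marker lists fixed before the data were examined.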

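Markers of macrophages and of most renal cell types were lower in the CHIR99021-treated kidneys, those of macrophages most so. Of 13 cell type lists fixed before the data were examined, the macrophage list had the lowest median log2 fold change, -3.12, over 25 tested members that ranged from -6.32 to -0.49. All 25 fell, also when adjusted over the list alone. The next lowest medians were those of the loop of Henle and distal tubule, -2.72, and the nephron progenitors. The collecting duct and urothelium stood at -1.80, the proximal tubule at -1.49 and the endothelium at -1.17. Medians were near -0.93 in the ureteric tip, -0.85 in podocytes and -0.63 in induced mesenchyme. Stromal genes had a median of -0.06, smooth muscle genes 0.24 and neural genes 0.58. The sign of the last 2 turned when single samples were left out. The neural median was -0.75 without CHIR99021 replicate 2, whose mean log2 CPM for the list was 4.11 against 0.35 to 1.63 in the other treated samples, and -0.26 with limma-voom. The smooth muscle median was -0.15 without that sample and -0.02 without DMSO replicate 1.
Of 20 tested endothelial genes, 17 fell and 3 rose (17 and 3 when adjusted over the list alone). *Robo4*, a guidance receptor of vessels, fell from 51.8 ± 2.41 to 17.6 ± 2.04 CPM (log2 fold change -1.56, SE 0.083, adjusted p = 1.68e-08) in edgeR's quasi-likelihood test. *Erg*, an endothelial transcription factor, fell from 22.3 ± 3.02 to 8.97 ± 0.811 (log2 fold change -1.32, SE 0.12, adjusted p = 1.30e-06), and *Plvap*, a protein of vessel fenestrae, from 8.32 ± 1.40 to 2.02 ± 0.641 (log2 fold change -2.04, SE 0.22, adjusted p = 8.21e-06). The 3 that rose were *Eng* (log2 fold change 0.67, SE 0.094), *Ptprb* (log2 fold change 1.44, SE 0.21) and the transcription factor *Sox7* (log2 fold change 1.15, SE 0.20). The camera test gave an adjusted p = 0.000183 for the endothelium and 1.55e-07 for macrophages, and with an estimated correlation adjusted p = 0.515 and adjusted p = 0.494. Of the 26 macrophage genes, 9 are also named by the study from these samples.

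**Figure D3:**
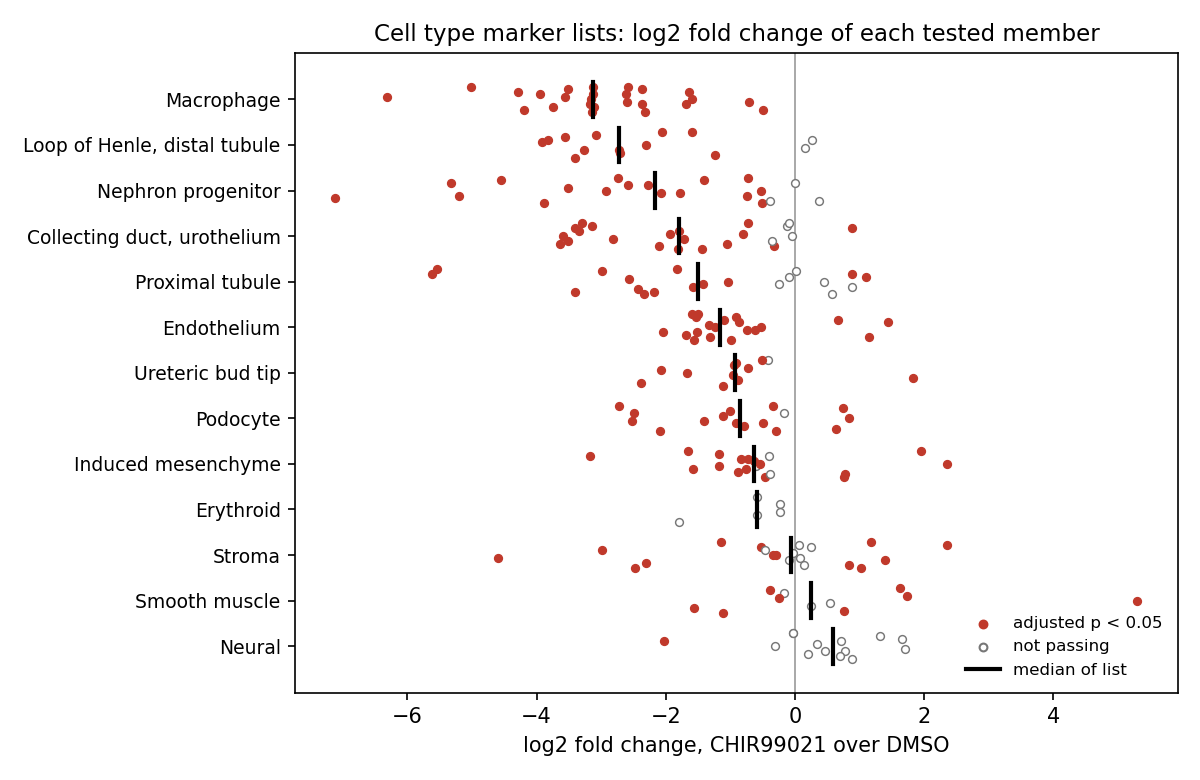
log2 fold change of CHIR99021 over DMSO for each tested member of the 13 cell type lists; filled points passed an adjusted p of 0.05, open points did not, and black bars mark the medians. The macrophage median lies lowest at -3.12 and the neural median highest at 0.58, which becomes -0.75 without CHIR99021 replicate 2.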

Notably, Macrophage_Apoe had gene counts more than double that of other cell types (Fig. 5B).

Next, dataset GSE131240 was sub-grouped by mapping the DEGs (FDR < 0.05, |Log(FC)| > 1) to cell-type canonical marker genes of mouse single-cell data from the Mouse Cell Atlas. Macrophage_Apoe high exhibited the highest gene counts, surpassing those in Proximal tubule cell_Fxyd2 high, Glomerular endothelial cell_Egfl7 high, Macrophage_Lyz2 high, and Fibroblast_Dlk1 high (Fig. 5C). 

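With the fold threshold added, the macrophage list had the largest share of tested members past it among the 13 cell type lists. Of 25 tested macrophage genes, 23 passed it, or 92.0%, all lower. In the distal tubule list 12 of 14 passed (85.7%), in the nephron progenitor list 13 of 20 (65.0%), and in the endothelium 13 of 20. The collecting duct list had 15 of 23 (65.2%) and the proximal tubule list 13 of 20. The shares were 45.5% of 11 smooth muscle genes, 45.0% of 20 stromal genes, 43.8% of 16 podocyte genes and 41.7% of 12 ureteric tip genes. *Fcgr1*, a receptor for immunoglobulin on macrophages, fell from 6.45 ± 2.21 to 0.405 ± 0.306 CPM (log2 fold change -3.94, SE 0.44, adjusted p = 2.76e-05) in edgeR's quasi-likelihood test. *Cybb*, a subunit of the phagocyte oxidase, fell from 11.5 ± 4.76 to 0.344 ± 0.204 (log2 fold change -5.02, SE 0.50, adjusted p = 3.22e-05). These are shares of short marker lists and not counts of atlas markers.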

Notably, the gene counts in Macrophage_Apoe high were more than threefold higher than those in other cell types (Fig. 5C).

The genes with more than a four-fold change were displayed (Fig. 5D). 

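Macrophage genes fell in the CHIR99021-treated kidneys. *Cx3cr1*, the receptor for fractalkine, fell from 5.91 ± 3.45 to 0.0670 ± 0.0548 CPM (log2 fold change -6.32, SE 0.83, adjusted p = 0.000227) in edgeR's quasi-likelihood test. *Csf1r*, the receptor that macrophages need to survive, fell from 33.2 ± 17.9 to 2.89 ± 1.26 (log2 fold change -3.51, SE 0.67, adjusted p = 0.00474). *Lyz2*, lysozyme, fell from 181 ± 86.2 to 9.78 ± 6.47 (log2 fold change -4.20, SE 0.71, adjusted p = 0.00304), and shares 15.4% of its 50-base stretches with other genes, most of them *Lyz1*. *C1qb*, a complement subunit made by macrophages, fell from 28.1 ± 13.4 to 3.20 ± 1.81 (log2 fold change -3.13, SE 0.61, adjusted p = 0.00523), and *Ctss*, a lysosomal protease, from 21.8 ± 8.37 to 2.52 ± 1.00 (log2 fold change -3.11, SE 0.41, adjusted p = 0.000433).
Further members with a lower level were *Ly86* (log2 fold change -4.29), *Pld4* (-3.75), *Lilrb4a* (-3.35, with 46.7% of its 50-base stretches shared with other genes), *Ifi27l2a* (-3.21), *Cyth4* (-2.999), *Clec4a1* (-3.002), *F13a1* (-2.94), *Lpl* (-2.83), *C3ar1* (-2.60), *Ccl2* (-2.50), *Hcls1* (-2.34), *Lcp1* (-2.20) and *Ccl6* (-2.13). *Rnase4*, a secreted ribonuclease, rose from 33.7 ± 3.61 to 197 ± 5.83 (log2 fold change 2.55, SE 0.068, adjusted p = 4.42e-11). *Srgn*, a proteoglycan of secretory granules, rose (log2 fold change 2.37, SE 0.49, adjusted p = 0.00603), from a mean of 5.27 CPM to one of 27.3 CPM.
*Fcgr1* and *Cybb* also fell. Of these 22 tested genes, which the study chose on the same samples and which are therefore not independent evidence, 20 fell and 2 rose (20 and 2 when adjusted over the list alone). *AI662270*, *Ighm* and *Milr1* were removed by the expression filter, with 52, 68 and 113 counts over the DMSO group against 4, 7 and 16 over the CHIR99021 group. DMSO replicate 4 held less macrophage RNA than the other DMSO-treated samples, with *Lyz2* at 53.1 CPM against 205 to 235 in the others. Of the 23 genes that the paper gives as lower, 20 fell by more than 2 on the log2 scale at an adjusted p under 0.05. With DESeq2 and with no expression filter all 23 did, these 3 among them, and with limma on log2(FPKM + 1) 7 did.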

In Macrophage_Apoe high cells, 23 genes (*Cx3cr1, Cybb, Lyz2, Ly86, Fcgr1, Pld4, Lilrb4a, Csf1r, Ifi27l2a, AI662270, C1qb, Ctss, Lpl, Ighm, F13a1, Cyth4, Clec4a1, Ccl2, C3ar1, Ccl6, Milr1, Lcp1* and *Hcls1*) were downregulated, while *Srgn* and *Rnase4* were upregulated (Fig. 5B). In Macrophage_Lyz2 high cells, *Ncf4*, *Myo1f*, *Rgs1*, *Hck*, *Ifitm6*, *Ncf1*, *Cd74*, and *Slfn2* were downregulated, and *Dusp2* was upregulated. 

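All 8 tested genes of this group changed as named, 7 lower and 1 higher (7 and 1 when adjusted over the list alone), though the study chose them on these samples and they are not independent evidence. *Ncf4* and *Ncf1*, subunits of the phagocyte oxidase, fell from 2.28 ± 0.719 to 0.135 ± 0.127 and from 7.33 ± 2.68 to 1.04 ± 0.333 CPM. Their log2 fold changes were -4.02 (adjusted p = 2.57e-05 from edgeR's quasi-likelihood test) and -2.82 (adjusted p = 4.01e-05). *Myo1f*, a myosin of leukocytes, fell from 6.81 ± 2.52 to 0.449 ± 0.285 (log2 fold change -3.90, SE 0.42, adjusted p = 1.85e-05). *Cd74*, the invariant chain of MHC class II, fell from 15.6 ± 1.34 to 2.77 ± 1.47 (log2 fold change -2.49, SE 0.31, adjusted p = 0.00011). *Rgs1* (log2 fold change -3.50) and *Slfn2* (log2 fold change -2.19) were lower as well. *Dusp2*, a phosphatase of MAP kinases, rose from 4.40 ± 0.891 to 15.7 ± 1.45 (log2 fold change 1.82, SE 0.15, adjusted p = 6.03e-07). *Ifitm6* had 51 counts over the DMSO group and 6 over the CHIR99021 group and was removed by the expression filter, and with DESeq2 its log2 fold change was -2.89 (adjusted p = 0.00177, against 0.000189 with no expression filter). DMSO replicate 4, low in macrophage RNA, had 52 counts of *Ncf1* against 146 to 162 in the other DMSO-treated samples.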

In Proximal tubule cell_Fxyd2 high cells, *Cyp4a31, Slc34a1, Aadac, Sult1d1, Hao2, Glyat* and *Slc39a5* were downregulated, while *Tcea3* was upregulated. 

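These 8 genes of the proximal tubule changed as named after CHIR99021, 7 lower and 1 higher (7 and 1 when adjusted over the list alone). The study chose them on these samples, so they are not independent evidence. *Slc34a1*, the phosphate transporter of the brush border, fell from 15.7 ± 9.79 to 0.309 ± 0.177 CPM (log2 fold change -5.61, SE 0.84, adjusted p = 0.00123) in edgeR's quasi-likelihood test. *Cyp4a31*, a fatty acid hydroxylase, fell from 15.3 ± 8.10 to 0.298 ± 0.161 (log2 fold change -5.65, SE 0.63, adjusted p = 0.000147), with 20.6% of its 50-base stretches also found in other genes, most of them in *Cyp4a32*. *Aadac*, an esterase, fell from 2.67 ± 1.62 to 0.0476 ± 0.0601 (log2 fold change -5.54, SE 0.80, adjusted p = 0.000216). *Sult1d1* (log2 fold change -3.51), *Hao2* (log2 fold change -3.40), *Glyat* (log2 fold change -2.90) and the zinc transporter *Slc39a5* (log2 fold change -2.18) fell too. *Tcea3*, a transcription elongation factor, rose from 2.99 ± 0.696 to 12.0 ± 3.93 (log2 fold change 2.00, SE 0.25, adjusted p = 4.95e-05).
Of 20 tested proximal tubule genes fixed before the data were examined, 12 fell and 2 rose (12 and 3 when adjusted over the list alone). The study also names 4 genes of this list from these samples, and those 4 are not independent evidence. *Ass1*, an enzyme of arginine synthesis that shares 38.6% of its 50-base stretches with other genes (log2 fold change 1.10, SE 0.13), and *Gpx3*, a secreted peroxidase (log2 fold change 0.89, adjusted p = 0.0185), rose. Of 65 genes annotated to brush border, 13 were in the set of lower genes (Fisher's exact test, adjusted p = 0.000191 over 2972 terms). The camera test of the list gave an adjusted p = 0.0700, which became 0.0248 with the replicate block and 0.00499 without DMSO replicate 3. Its range was 0.00499 to 0.130 with samples left out in turn and 0.0248 to 0.741 over the other alternatives. The call of *Gpx3* ended with the block in edgeR (adjusted p = 0.0848) and in limma on log2(count + 1) (adjusted p = 0.0548), in a range of 0.00207 to 0.0848 over the alternatives other than omitted samples, and without DMSO replicate 1 (adjusted p = 0.0511) or 3 (adjusted p = 0.0521).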

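*Ppp1r14a*, an inhibitor of myosin phosphatase in smooth muscle, lies on chromosome 7 from 29289308 to 29293801 and fell from 7.26 ± 1.86 to 1.06 ± 0.227 CPM in the CHIR99021-treated kidneys (log2 fold change -2.76, SE 0.24, adjusted p = 1.03e-06), by edgeR's quasi-likelihood test. It was lower in all 4 pairs. The study chose it on these samples, so it is not independent evidence, and it fell when adjusted over its list alone.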

In Fibroblast_Mgp high cells, *Ace2* and *Ppp1r14a* were downregulated. In Fibroblast_Dlk1 high cells, *Cpe* and *Mmp11* were upregulated. 

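Both genes of this group were higher in the CHIR99021-treated kidneys in all 4 pairs. *Cpe*, carboxypeptidase E, which trims peptide hormones and lies on chromosome 8 from 64592542 to 64693054, rose from 83.0 ± 7.94 to 363 ± 21.4 CPM (log2 fold change 2.13, SE 0.069, adjusted p = 2.20e-10) in edgeR's quasi-likelihood test. *Mmp11*, a matrix protease of stromal cells on chromosome 10 from 75923222 to 75936496, rose from 50.8 ± 4.69 to 334 ± 151 (log2 fold change 2.72, SE 0.36, adjusted p = 0.000964), with a wider spread between the treated samples. The study chose both on these samples, which makes them no independent evidence, and both rose when adjusted over the list alone.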

In Fibroblast_Penk high cells, *Itm2a*, *Thy1*, and *Nkd1* were upregulated. 

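Each of these genes was higher after CHIR99021 in all 4 pairs. *Thy1*, a surface protein of fibroblasts and neurons on chromosome 9 from 44043384 to 44048579, rose from 37.2 ± 10.0 to 351 ± 24.6 CPM (log2 fold change 3.24, SE 0.17, adjusted p = 2.25e-06) in edgeR's quasi-likelihood test. *Itm2a*, a membrane protein on chromosome X from 107397099 to 107403376, rose from 57.3 ± 14.7 to 323 ± 47.6 (log2 fold change 2.49, SE 0.19, adjusted p = 3.10e-05). *Nkd1*, an inhibitor and target of Wnt signaling on chromosome 8 from 88521354 to 88594884, rose from 49.9 ± 3.42 to 874 ± 74.0 (log2 fold change 4.13, SE 0.076, adjusted p = 3.51e-12). They were chosen by the study on these samples and are not independent evidence, and all 3 rose when adjusted over the list alone.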

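*Mest*, an imprinted gene on chromosome 6 from 30723547 to 30748465, was among the most abundant transcripts that fell in the CHIR99021-treated kidneys, from 887 ± 74.6 to 98.4 ± 11.7 CPM (log2 fold change -3.17, SE 0.09, adjusted p = 2.90e-10) by edgeR's quasi-likelihood test. *Uncx*, a homeobox gene of the progenitors on chromosome 5 from 139543494 to 139548179, fell from 107 ± 3.91 to 14.1 ± 3.97 (log2 fold change -2.92, SE 0.18, adjusted p = 2.25e-06). *Cited1*, a transcriptional cofactor found in the least committed progenitors, on chromosome X from 102247381 to 102252181, fell from 72.4 ± 12.7 to 10.8 ± 1.65 (log2 fold change -2.74, SE 0.15, adjusted p = 2.86e-07). *Foxd2os*, a noncoding RNA beside *Foxd2* on chromosome 4 from 114909257 to 114921967, fell from 29.6 ± 4.49 to 3.83 ± 0.576 (log2 fold change -2.95, SE 0.14, adjusted p = 5.14e-09). *Gas1*, a membrane protein that binds hedgehog and FGF signals, on chromosome 13 from 60174405 to 60177365, fell from 299.8 ± 38.4 to 79.9 ± 9.43 (log2 fold change -1.91, SE 0.11, adjusted p = 5.81e-07). *Crym* fell with them. Each was lower in all 4 pairs, and all 6 fell when adjusted over the list alone, but the study chose them on these samples and they are not independent evidence.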

In nephron progenitor cells, *Crym*, *Mest*, *Uncx*, *Foxd2os*, *Cited1*, and *Gas1* were downregulated. 

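*Shisa3*, a membrane protein that restrains Wnt and FGF receptors, lies on chromosome 5 from 67607882 to 67623552 and fell from 299 ± 20.1 to 30.9 ± 6.24 CPM in the CHIR99021-treated kidneys (log2 fold change -3.28, SE 0.13, adjusted p = 8.00e-08), by edgeR's quasi-likelihood test. *Dlk1*, a Notch ligand homologue of immature mesenchyme on chromosome 12 from 109452823 to 109463336, fell from 487 ± 97.4 to 79.6 ± 17.813 (log2 fold change -2.61, SE 0.21, adjusted p = 4.64e-05). *Cxcl12*, a chemokine on chromosome 6 from 117168535 to 117181367, fell from 117 ± 6.11 to 28.9 ± 6.91 (log2 fold change -2.02, SE 0.16, adjusted p = 1.11e-05). Each was lower in all 4 pairs and when adjusted over the list alone, and their choice by the study on these samples makes them no independent evidence.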

In metanephric mesenchymal cells, *Shisa3*, *Dlk1*, and *Cxcl12* were downregulated. In podocytes, *Pla2g7* was upregulated. 

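*Pla2g7*, a secreted phospholipase that breaks down platelet-activating factor, lies on chromosome 17 from 43568098 to 43612201. It rose from 74.1 ± 4.84 to 331 ± 22.2 CPM (log2 fold change 2.16, SE 0.062, adjusted p = 9.59e-11) in edgeR's quasi-likelihood test, and it was higher in all 4 pairs. As a gene the study chose on these samples, it is not independent evidence.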

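*Osr2*, a zinc finger transcription factor of the renal mesenchyme, lies on chromosome 15 from 35296098 to 35303304. It fell from 26.4 ± 12.0 to 3.95 ± 1.18 CPM in the CHIR99021-treated kidneys (log2 fold change -2.74, SE 0.43, adjusted p = 0.00133), by edgeR's quasi-likelihood test, and was lower in all 4 pairs. The study chose it on these samples, so it is not independent evidence.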

In Glomerular endothelial cell_Pcp4 high cells, *Osr2* was downregulated. In collecting duct principal cells, *Tspan8*, *Fxyd4*, and *Pdzk1ip1* were downregulated. 

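Genes of the collecting duct fell in the CHIR99021-treated kidneys, these 3 among them. *Tspan8*, a tetraspanin on chromosome 10 from 115816832 to 115849893, fell from 25.2 ± 4.65 to 2.38 ± 0.211 CPM (log2 fold change -3.40, SE 0.16, adjusted p = 4.24e-09) in edgeR's quasi-likelihood test. *Fxyd4*, a regulator of the sodium pump on chromosome 6 from 117933559 to 117937692, fell from 10.4 ± 2.35 to 1.48 ± 0.462 (log2 fold change -2.82, SE 0.24, adjusted p = 8.78e-07), and *Pdzk1ip1* on chromosome 4 from 115088708 to 115093899 from 16.8 ± 3.67 to 3.06 ± 1.10 (log2 fold change -2.44, SE 0.24, adjusted p = 1.22e-05). The study chose the 3 on these samples, so they are not independent evidence, and all fell when adjusted over the list alone.
Of 23 tested genes of the collecting duct and urothelium fixed before the data were examined, 18 fell and 1 rose (19 and 1 when adjusted over the list alone). The study also names 2 genes of this list from these samples. The water channels *Aqp2* (log2 fold change -3.30, SE 0.27) and *Aqp3* (log2 fold change -3.51, SE 0.19) and the calcium-binding protein *Calb1* (log2 fold change -3.34, SE 0.12) were among those that fell. *Calb1* was the most abundant of these, at 128 ± 12.4 with DMSO and 12.6 ± 2.13 with CHIR99021. The 1 that rose was *Gata2*, a transcription factor that acts upstream of *Aqp2* (log2 fold change 0.88, SE 0.21). For this list camera gave an adjusted p = 1.35e-06, and adjusted p = 0.181 with an estimated correlation.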

In distal convoluted tubule cells, *Sostdc1*, *S100g*, and *Tmem52b* were downregulated, while *Cthrc1* was upregulated (Fig. 5B). Collectively, these data suggest that β-catenin activation regulates specific DEGs across diverse cell types, with Macrophage_Apoe high cells showing the most pronounced enrichment of Wnt/β-catenin-activated genes.

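Of these 4 genes, 3 were lower and 1 higher after CHIR99021 in all 4 pairs and when adjusted over the list alone. *Sostdc1*, a secreted antagonist of BMP and Wnt signals on chromosome 12 from 36314139 to 36318452, fell from 30.4 ± 6.44 to 2.00 ± 1.10 CPM (log2 fold change -3.91, SE 0.32, adjusted p = 1.50e-05) in edgeR's quasi-likelihood test. *S100g*, the calcium-binding protein calbindin-D9k, on chromosome X from 162961992 to 162964599, fell from 17.4 ± 0.881 to 1.10 ± 0.356 (log2 fold change -3.96, SE 0.18, adjusted p = 3.32e-09). *Tmem52b* on chromosome 6 from 129512555 to 129519227 fell from 39.9 ± 6.12 to 6.01 ± 2.76 (log2 fold change -2.72, SE 0.29, adjusted p = 0.000123). *Cthrc1*, a secreted collagen repeat protein on chromosome 15 from 39076932 to 39087121, rose from 18.6 ± 2.59 to 167 ± 8.97 (log2 fold change 3.17, SE 0.087, adjusted p = 1.13e-10). The study chose them on these samples and they are not independent evidence.
Of 14 tested genes of the loop of Henle and distal tubule fixed before the data were examined, 12 fell and 0 rose (12 when adjusted over the list alone). The study also names 2 genes of this list from these samples. *Irx1*, a homeobox gene of the intermediate nephron, fell from 10.2 ± 3.37 to 0.716 ± 0.178 (log2 fold change -3.82, SE 0.30). By camera the list had an adjusted p = 2.50e-05, and adjusted p = 0.121 with an estimated correlation. DMSO replicate 3 stood at a mean log2 CPM of 3.64 for the list, below the 4.08 to 4.16 of the other DMSO-treated samples. The treated kidney differed by -2.56 to -2.18 over the 4 pairs.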

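Macrophage transcripts were lower in the CHIR99021-treated kidney of every pair. The mean log2 CPM over the 25 tested macrophage genes, fixed before the data were examined, differed by -2.72 in pair 1, -2.63 in pair 2, -3.35 in pair 3 and -2.62 in pair 4. DMSO replicate 4 started lower than the other DMSO-treated samples, at 2.66 against 4.17 to 4.25, and its treated partner was the lowest of the CHIR99021 group at 0.04. The macrophage median was the lowest of the 13 cell type lists under all alternatives tried, and its size moved to -1.74 with limma on log2(FPKM + 1) and to -2.50 with limma on log2(FPKM + 0.1). Other cell types moved with it, among them tubule, collecting duct and progenitor genes, which were lower, and genes such as *Thy1*, *Nkd1*, *Cpe* and *Mmp11*, which were higher.
The paper counts the changed genes that are canonical markers of each cell type in the Mouse Cell Atlas, with and without a fold threshold (Figs. 5B, 5C), and finds the highest counts in Macrophage_Apoe high. From these counts and the genes changed more than 4-fold (Fig. 5D) it proposes that β-catenin activation regulates particular genes in many kidney cell types. In the same proposal the enrichment of activated genes is strongest in Macrophage_Apoe high.

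**Figure D4:**
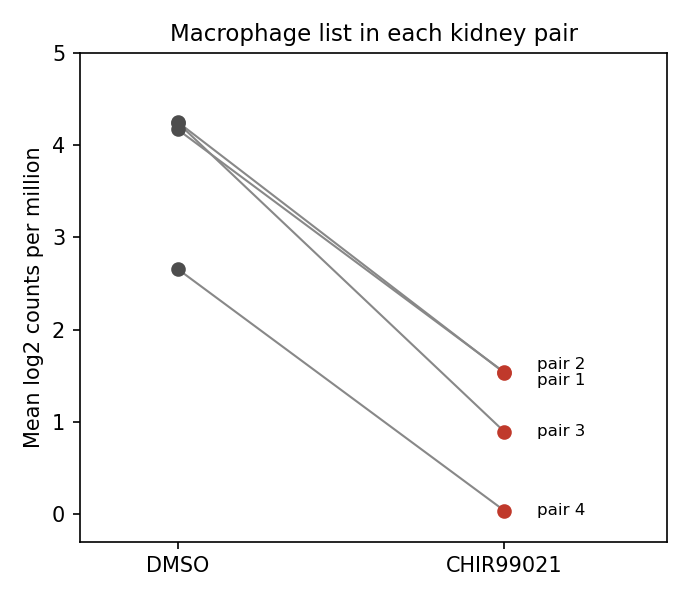
Mean log2 CPM of the 25 macrophage genes in each kidney sample, with lines joining the DMSO-treated and the CHIR99021-treated kidney of the same replicate number. The lines differ by -3.35 to -2.62 between the 2 ends.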

## 4 Discussion

This study significantly advances the understanding of the Wnt/β-catenin signaling pathway's role in embryonic kidney development. The identification of 917 DEGs upon Wnt activation highlights the pathway's broad regulatory influence, affecting genes involved in renal system development and immune responses. Noteworthy upregulated genes like *Notum* and *EN2*, and downregulated genes like *Six2* and *Traf1* (Fig. 1A), suggest potential targets for further investigation. The study compares gene expression profiles associated with activated versus inhibited Wnt/β-catenin signaling, particularly focusing on the ureteric bud and cap mesenchyme. This comparative analysis provides insights into the context-dependent regulation of gene expression by β-catenin, which is crucial for understanding its diverse functions in kidney development. The single-cell RNA-seq analysis highlights the cellular diversity influenced by Wnt/β-catenin signaling, particularly its impact on macrophages with high Apoe expression.

β-catenin 's alteration led to gene differential expression in the ureteric bud (e.g., *Rdh7*, *Ifna4*) (Figs. 2A, 2B) and cap mesenchyme (e.g., *Csrp1*, *Cpz*) (Fig. 3B), with significant changes in pathways like Wnt and hippo signaling (Fig. 3E). ChIP-Seq and gene expression data revealed potential β-catenin targets (e.g., *Dpp6*, *Dkk2*, *Fgf12*) in the cap mesenchyme (Fig. 4B). Single-cell analysis showed cell-specific responses to Wnt/β-catenin signaling in the kidney, notably affecting genes in nephrogenic progenitor cells (Fig. 5B). These insights into β-catenin's role in kidney development offer a detailed view of its regulatory networks and may inform renal pathology research.

In the GSE131240 dataset (Gain of function in the whole kidney), genes including *Notum*, *Tmem132c*, *Ntsr2*, *EN2*, and *Apcdd1* were upregulated in Wnt/β-catenin-activated kidney tissues (Fig. 1A), hinting at their roles in Wnt/β-catenin signaling effects in kidney development. *Notum*, a Wnt pathway inhibitor [41], and *Apcdd1*, a Wnt inhibitor and target [42], [43], may reflect a feedback mechanism in response to Wnt/β-catenin signaling. A previous study shows renal agenesis in some *Notum* (-/-) mice [44], indicating that *NOTUM* has a role in kidney development. *TMEM132C* is a member of the TMEM132 family, known to interact with the Wnt signaling pathway. *TMEM132A*, another member of this family, has been identified as a regulator of Wnt signaling through its interaction with Wntless (WLS) [45]. Neurotensin exerts its effects primarily through two receptor subtypes, NTSR1 and NTSR2. In glioblastoma cells, *NTSR1* expression is increased by the Wnt pathway activator Wnt3a and decreased by the Wnt inhibitor iCRT3 [46]. *EN2* expression is also Wnt-activated [47]. This study provides the first evidence that targets such as *Tmem132c* and *Ntsr2* could be upregulated by Wnt/β-catenin signaling in the context of kidney development. Further knockout studies to explore their roles in kidney development are essential, as demonstrated by the insights gained from the *Notum* knockout study [44].

The downregulation of genes such as *Ntsr1*, *Wfdc13*, *Traf1*, *Crym*, *Six2*, and *Meox2* in response to Wnt/β-catenin activation suggests that they may be suppressed by this pathway (Fig. 1A). *Meox2* is a developmental homeobox protein and potential tumor suppressor identified in Wilms tumor [48], arising from the developing kidney. *Ntsr1* has been reported to be upregulated by Wnt in glioblastoma [46], which contrasts with its downregulation in the fetal kidney shown in this study, indicating context-dependent regulation. Wnt also downregulates *Six2*, consistent with findings in human renal progenitor cells [49]. Notably, Wnt activation results in opposing regulation of *Ntsr1* and *Ntsr2* (Fig. 1A). *Ntsr1* was downregulated by Wnt/β-catenin activation, contrast to previous report showing that *NTSR1* expression is increased by the Wnt pathway activator Wnt3a [46], suggesting a context dependent regulation. The downregulation of *Meox2*, *Wfdc13*, *Traf1*, and *Crym* has not been previously reported, offering new insights into Wnt/β-catenin's role in kidney function or disease, warranting further investigation.

The link between DEGs and immune processes, such as immune activation, interferon-beta response (Figs. 1B, 1C) and cytokine-cytokine receptor interaction pathways (Fig. 1D), suggests that Wnt/β-catenin signaling may play a dual role in kidney development and immune regulation within the organ. This concept is supported by studies indicating the importance of immune components in the developing kidney [3], [4], other organ development [50], [51], and the involvement of aberrant Wnt signaling in chronic inflammation [52]. The reduced expression of immune-related genes could represent a mechanism to limit inflammation during kidney development, protecting against damage and promoting proper organ formation. Additionally, immune activity in the embryonic kidney could be part of the immune system's maturation, as shown by single-cell sequencing studies [53].

The upregulation of genes associated with neuron projection termini (Figs. 1B, 1C) and neuroactive ligand-receptor (Fig. 1D) suggests an interplay between Wnt/β-catenin signaling and neural development or signaling within the kidney. This supports the idea that the kidney has a sensory role, responding to both internal and external stimuli [54], [55], [56], and that Wnt/β-catenin signaling could contribute to the development of this function.

The upregulation of Wnt signaling suggest the Wnt/β-catenin signaling has been activated by the CHIR99021 treatment (Fig. 1D). The upregulation of genes in the Hippo signaling pathway (Fig. 1D), key for cell proliferation and differentiation, highlights its role in kidney development. This is consistent with previous report showing crosstalk between Wnt and Hippo signaling [57]. Conversely, the downregulation of genes in the calcium and NOD-like receptor signaling pathways (Fig. 1D), which are vital for inflammation and immune responses [58], [59], may indicate a developmental stage-specific attenuation of these pathways to support kidney development.

This study shows for the first time that *Rdh7* and *Ifna4* were upregulated in β-catenin deficient kidneys, while *Adarb2*, *D4Ertd58e*, and *2410018L13Rik* were downregulated in β-catenin gain-of-function ureteric buds (Figs. 2A, 2B). Gene Ontology analysis showed these genes are associated with functions such as type I interferon receptor binding and various dehydrogenase and deaminase activities (Fig. 2C), suggesting that β-catenin may affect kidney development through these molecular functions.

This study investigated the transcriptional profiles of the ureteric bud and cap mesenchyme in response to Wnt/β-catenin signaling pathway activation. Analysis of the datasets GSE20325 (β-catenin gain of function in ureteric bud) and GSE39583 (β-catenin gain of function in cap mesenchyme) revealed differential gene expression patterns in these two structures following Wnt/β-catenin pathway activation.

Significant transcriptional alterations were detected in the ureteric bud, with seven genes notably affected: three were downregulated (*C79452, Cep295nl, Slc28a3*), suggesting a potential inhibitory effect by Wnt/β-catenin signaling, and four were upregulated (*Dnmt3l, Guca2b, Il1rapl2, Tmem14c*), indicating a stimulatory response (Fig. 3A). Further research is needed to clarify these genes' functional roles.

In the cap mesenchyme, analysis revealed 294 genes with significant differential expression. Key genes such as *Edar* and *Fhod3* were upregulated, while *Ptgs2*, *Hspb1*, and *Aif1l* were consistently downregulated across multiple treatment groups (Figs. 3B, 3C, 3D), highlighting their likely involvement in the Wnt signaling response.

The enrichment in the Hippo signaling pathway (Fig. 3E) suggests potential coordination with the Wnt pathway in controlling organ size and promoting cell proliferation and survival [60], [61]. This is consistent with previous report showing crosstalk between Wnt and Hippo signaling [57]. YAP/TAZ activation could promote the differentiation of nephron progenitor cells into interstitial myofibroblastic cells in the kidney [62]. YAP is essential for nephrogenesis, while NF2 and LATS are needed for the morphogenesis of ureter branching [63], [64].

The identification of the focal adhesion pathway (Fig. 3E) underscores the significance of cell-matrix interactions in cap mesenchyme organization and nephron development. Previous report show canonical Wnt signaling induces focal adhesion endocytosis [65]. This study shows for the first time that Wnt/β-catenin could potentially regulate focal adhesion pathway via gene regulation.

Additionally, the enrichment of the AGE-RAGE signaling pathway may link gene expression during development with increased susceptibility to diabetic complications in adulthood (Fig. 3E). Previous study suggests a potential crosstalk between AGE-RAGE signaling and Wnt/β-catenin signaling in adult diabetic rats [66]. Thus, this study presents the first evidence that Wnt/β-catenin could potentially regulate AGE-RAGE signaling in the developing kidney.

GO term analysis highlights the importance of the collagen−containing extracellular matrix, extracellular matrix binding, extracellular matrix structural constituent, SMAD binding, regulation of cell−substrate adhesion. mesenchyme development and mesenchymal cell differentiation in kidney morphogenesis and structural integrity (Fig. 3E). Extracellular matrix is important for kidney development and function [67], [68]. Sustained activation of Wnt/β-catenin accelerates the progression of AKI to CKD, characterized by interstitial myofibroblast activation and excessive extracellular matrix deposition, whereas blockade of Wnt/β-catenin prevents this progression in the adult kidney context [69]. This finding represent the first to show Wnt/β-catenin regulates extracellular matrix in the developing kidney. Previous study shows that phospho-SMAD1 and β-catenin are overexpressed in human fetal dysplastic renal tissue suggesting that dysregulation of these signaling effectors is pathogenic in human renal dysplasia [70]. The current study showing that Wnt/β-catenin regulates SMAD binding further support crosstalk exist between these two signaling.

The trend of decreased expression in DEGs indicates a need for finely-tuned Wnt signaling during development (Supplementary Figure 2). Imbalances in this signaling could potentially lead to developmental abnormalities, underscoring the critical nature of balanced Wnt pathway activity [71].

The study indicates that activation of Wnt signaling in the ureteric bud and cap mesenchyme triggers distinct yet overlapping signaling cascades, reflecting their respective roles in renal development. The ureteric bud forms the collecting system, while the cap mesenchyme generates nephron progenitors. Understanding these specific and common signaling pathways may enhance knowledge of kidney organogenesis and identify therapeutic targets for renal pathologies related to developmental anomalies or diabetes-related complications. Caution is advised when interpreting the results due to the differing methodologies of Wnt activation in the datasets: genetic manipulation *in vivo* (GSE20325) and pharmacological treatment *in vitro* (GSE39583).

The analysis of the β-catenin ChIP-seq and gene expression datasets from this study has provided valuable insights into the transcriptional landscape influenced by β-catenin, a key mediator in the Wnt signaling pathway. By integrating ChIP-seq data with gene expression profiles, the study identified 221 genes as potential direct targets of β-catenin (Fig. 4A, Supplementary Table 6), indicating a broad regulatory role for this transcription factor in the mouse genome.

The identification of 31 genes consistently altered by β-catenin activation in cap mesenchyme across three experimental conditions highlights their potential role in kidney development and suggests a direct regulatory relationship (Figs. 4B, 4C, 4D). This analysis revealed genes such as *Dpp6*, *Tm9sf4*, *Tnfrsf19*, and *Fgf12* as recurrent targets (Figs. 4B, 4C, 4D), suggesting their significance in β-catenin signaling pathways. Notably, Tnfrsf19 competes with Wnt receptors [72], and Tm9sf4 influences the canonical Wnt pathway [73], indicating a feedback mechanism within Wnt signaling. The involvement of Dpp6 points to β-catenin’s influence extending to neurodevelopment, while the consistent appearance of *Fgf12* underscores β-catenin's role in modulating growth factor signaling, critical for diverse developmental processes. It was reported that β-catenin regulates *TNFRSF19* expression in colorectal cancer cells [74]. This study shows for the first time that *Dpp6*, *Tm9sf4*, and *Fgf12* are potential direct targets of Wnt/β-catenin signaling.

Single-cell analysis of the mouse kidney dataset GSE131240 has elucidated cellular diversity and gene expression changes due to Wnt/β-catenin signaling activation. Cross-referencing with the Mouse Cell Atlas revealed 787 DEGs across various cell types in the mouse fetal kidney, influenced by β-catenin. Notably, many of these DEGs are categorized to Macrophage_Apoe high cells during kidney development (Figs. 5B, 5C, Supplementary Table 7). Embryonic kidney macrophages originate from multiple progenitor sources and are present from early stages [4], [5], [75], [76]. Recent single-cell sequencing studies on the human fetal kidney reveal that macrophages are the predominant immune cell type in the developing kidney [3], [4], playing diverse roles such as mediating cell death and clearance, ureteric bud branching morphogenesis, nephron formation, blood and lymphatic vessel development [5]. In the adult kidney, Wnt/β-catenin signaling induces M2 macrophage polarization and contributes to kidney fibrosis [77]. Macrophages are both a source and a target of Wnt signals [78], highlighting their crucial role in the signaling pathway's function during renal development. This study is the first to suggest that Wnt/β-catenin may influence kidney development by modulating macrophage function.

The categorization of DEGs into nineteen renal cell subtypes has provided insight into the specific cellular responses to β-catenin signaling. Differential gene expression patterns in proximal tubule cells, fibroblasts, nephron progenitor cells, and podocytes highlight the broad impact of β-catenin signaling on renal cell lineages. For instance, the downregulation of *Ace2* and *Ppp1r14a* in Fibroblast_Mgp high cells, and the upregulation of genes like *Cpe* and *Mmp11* in Fibroblast_Dlk1 high cells suggest that β-catenin signaling may influence fibroblast cells in the kidney (Fig. 5D). The study also reveals the regulation of genes by Wnt/β-catenin signaling in nephron progenitor cells and other renal cells, including those in the collecting ducts and distal convoluted tubules, pointing to a multifaceted role for this pathway in kidney development.

This single-cell analysis demonstrates that β-catenin activation modulates gene expression across various kidney cell types, highlighting the complexity of Wnt/β-catenin signaling in kidney development and function. These insights establish a foundation for future research to delineate the cell-specific functions of β-catenin and its potential role in kidney diseases. Further empirical investigation is required to clarify the impact of these gene expression changes on kidney cell function and pathology.

This analysis has some limitations. When comparing the Wnt effects on ureteric bud or cap mesenchyme, treating embryonic kidneys with Wnt signaling activator BIO might have broader effects than the gene knockout experiment. However, from the apparent difference of the top-ranked gene list and enriched gene pathways, this analysis at least gives us a glimpse of how Wnt/β-catenin could have different downstream effects during fetal kidney development.

Evidence suggest that Wnt can interact with other major signaling pathways, including bone morphogenetic protein (BMP) signaling, TGF-β signaling, Notch signaling, Hippo/Yap pathway, Hedgehog (Hh) signaling, fibroblast growth factor (FGF) signaling, parathyroid hormone (PTH) signaling [57]. Beyond the Hippo pathway (Figs. 1D, 3E), this study shows that Wnt/β-catenin regulates multiple genes involved in other pathways, pointing to potential interactions. This research lays the groundwork for further exploration of Wnt/β-catenin crosstalk with these signaling pathways.

In conclusion, the current study has identified potential target genes of β-catenin, providing a foundation for further investigation into the role of Wnt/β-catenin signaling in regulating these genes. Wnt/β-catenin regulates a different set of genes in ureteric bud and cap mesenchyme. Wnt/β-catenin regulated genes are constantly highly presented in Macrophage_Apoe high cell as marker genes. Functional studies, such as knockout or overexpression experiments specifically in ureteric bud, cap mesenchyme or Macrophage_Apoe high cell, should be conducted to determine how these gene expression changes impact kidney development and function. Further research is needed to elucidate the precise mechanisms by which β-catenin regulates these genes and to understand the biological significance of these interactions. This could have potential implications for developing therapeutic strategies targeting the Wnt/β-catenin signaling pathway in diseases.

## Funding

This work was supported by the 10.13039/501100003453Natural Science Foundation of Guangdong Province, China (No. 2022A1515012172, 2020A1515011303), the Science, Technology, and Innovation Commission of Shenzhen Municipality (No. JCYJ20190809104207736, JCYJ20220530141616038), Nanshan District Health System Major Science and Technology Project - High-level Hospital Health Science and Technology Special Project - Outstanding Youth Fund Project (NSZD2023029). Huazhong University of Science and Technology Union Shenzhen Hospital Funds (No. YN2022013) and Nanshan District Health System Major Science and Technology Project (No. NSZD2023015).

## Author statement

We the undersigned declare that this manuscript is original, has not been published before and is not currently being considered for publication elsewhere. We confirm that the manuscript has been read and approved by all named authors and that there are no other persons who satisfied the criteria for authorship but are not listed.

## CRediT authorship contribution statement

**Wuping Sun:** Supervision, Resources. **Chang Sun:** Methodology, Investigation. **Yujin Zhou:** Methodology, Investigation. **Quan Liu:** Resources. **Hui Zhao:** Writing – review & editing, Writing – original draft, Visualization, Validation, Software, Methodology, Formal analysis, Data curation. **Dixian Luo:** Resources. **Peide Zhu:** Resources. **Yifan Li:** Writing – review & editing, Validation, Funding acquisition, Data curation, Conceptualization. **Hui Gong:** Resources, Methodology, Investigation, Funding acquisition. **Ailin Qiu:** Methodology, Investigation. **Xiaoxiao Wu:** Supervision, Resources. **Jinde Zhang:** Investigation. **Xiaosha Wen:** Investigation.

## Declaration of Generative AI and AI-assisted technologies in the writing process

During the preparation of this work the author(s) used Chatgpt 4 in order to improve language and readability. After using this tool/service, the author(s) reviewed and edited the content as needed and take(s) full responsibility for the content of the publication.

## Declaration of Competing Interest

All the authors declared no competing interests.

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository, with accession number GSE131240. The custom code used in the analyses is available in the GitHub repository at https://github.com/zlhlouis/mouse-kidney-paper/tree/main.

# Supplementary material for: Deciphering the cellular and molecular landscapes of Wnt/β-catenin signaling in mouse embryonic kidney development
**Source:** Comput Struct Biotechnol J. 2024 Sep 2;23:3368–78. doi: 10.1016/j.csbj.2024.08.025
**Supplement:** Supplementary file 2 — Supplementary material Supplementary Figure 2 The GO bubble plot for the 294 significantly differentially expressed genes in cap mesenchyme (dataset GSE39583). The x-axis was the z-score. The positive value represents the GO term, which is more likely to be increased, while the negative represents the GO term, which is likely to be decreased.

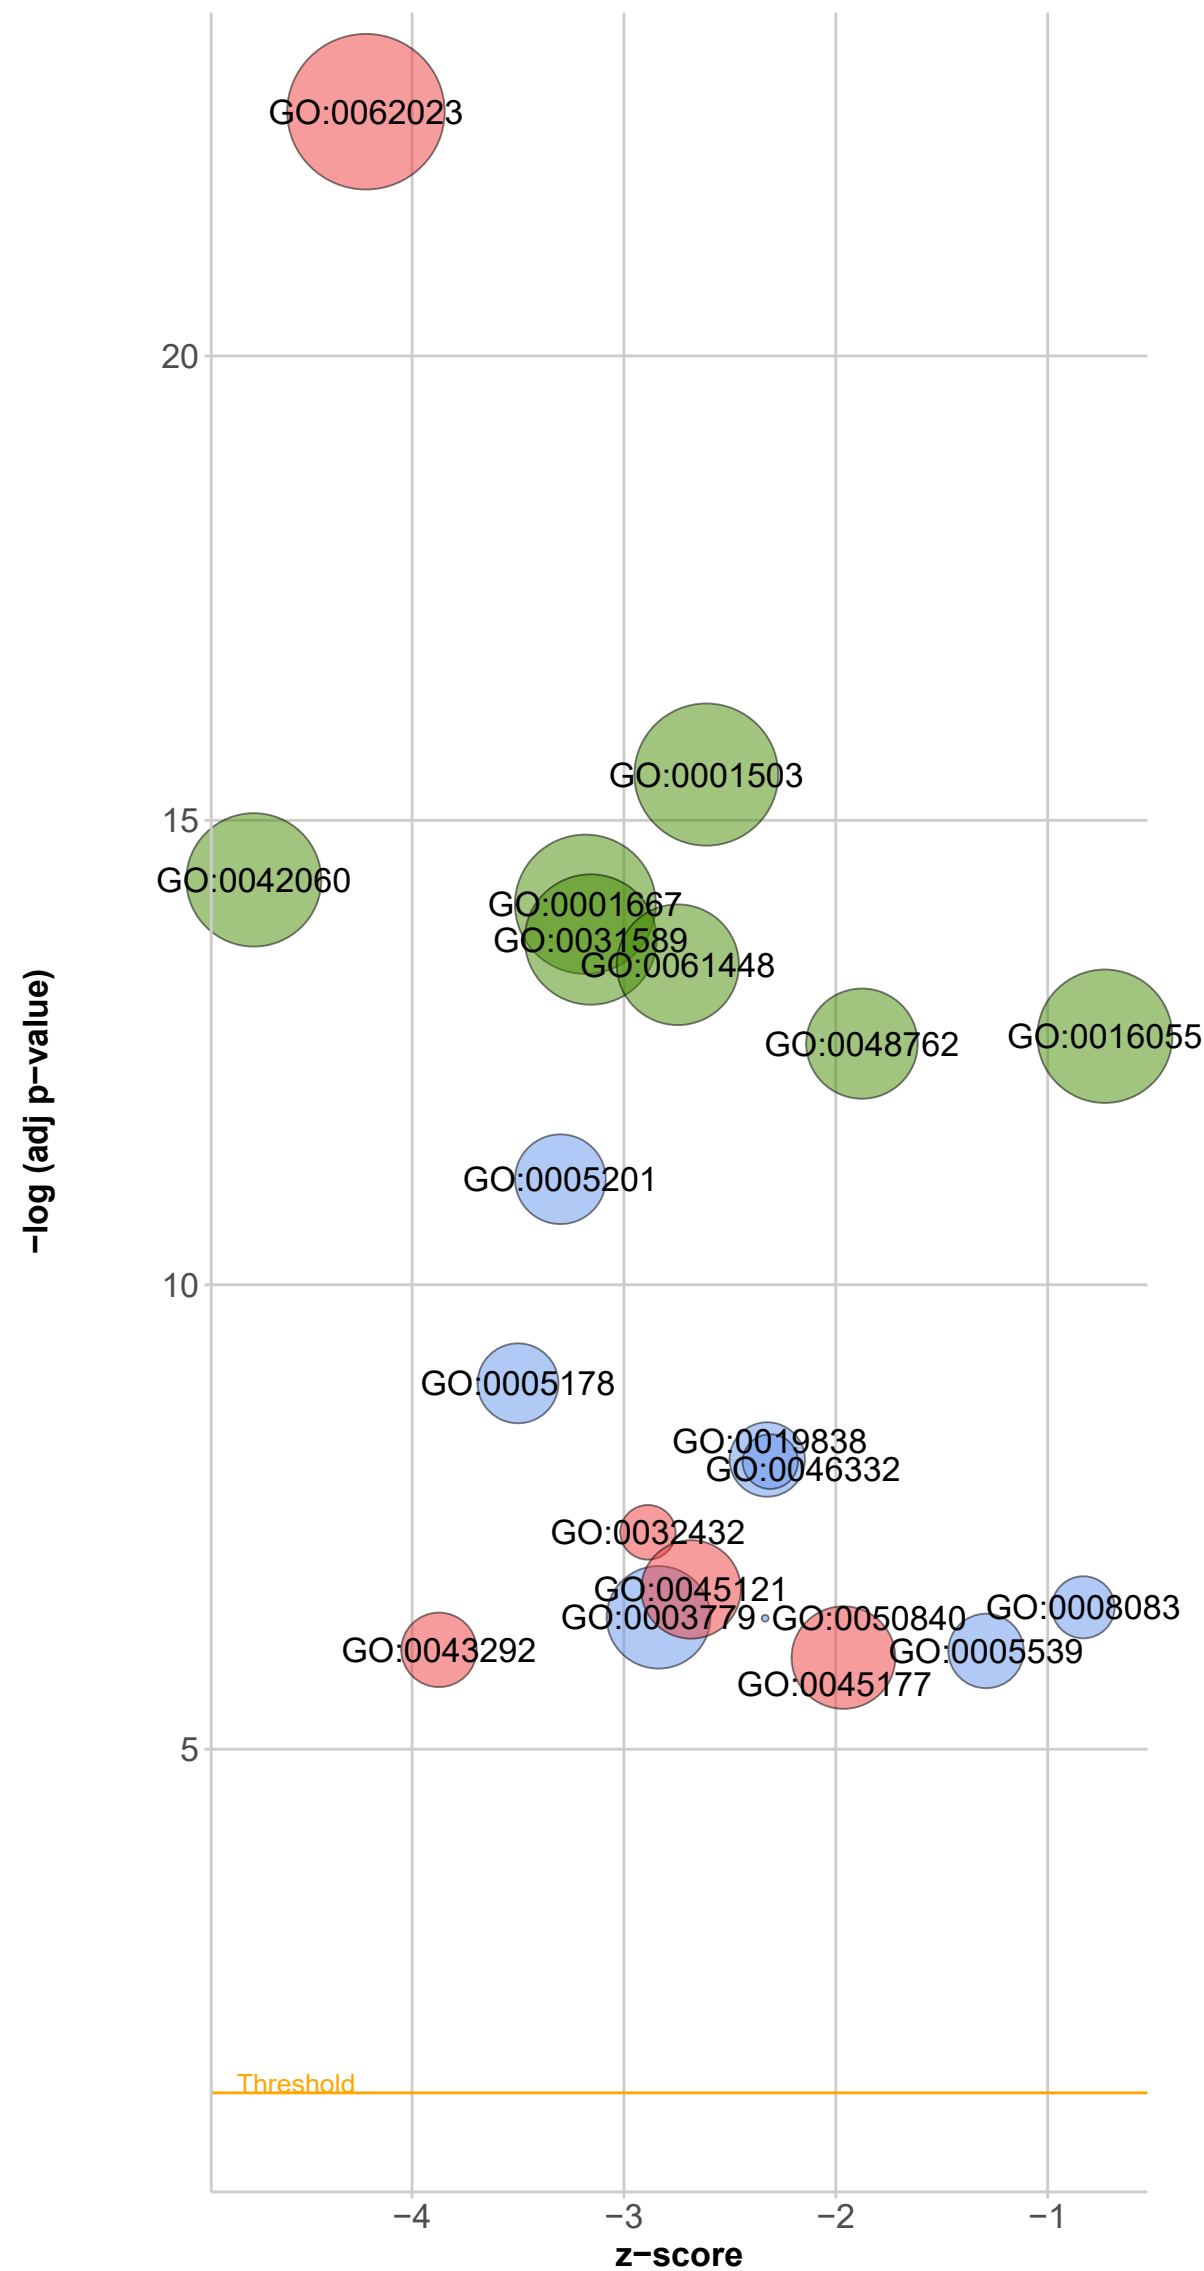

| ID         | Description                                 |
|------------|---------------------------------------------|
| GO:0001503 | ossification                                |
| GO:0042060 | wound healing                               |
| GO:0001667 | ameboidal-type cell migration               |
| GO:0031589 | cell-substrate adhesion                     |
| GO:0061448 | connective tissue development               |
| GO:0016055 | Wnt signaling pathway                       |
| GO:0048762 | mesenchymal cell differentiation            |
| GO:0005201 | extracellular matrix structural constituent |
| GO:0005178 | integrin binding                            |
| GO:0019838 | growth factor binding                       |
| GO:0046332 | SMAD binding                                |
| GO:0008083 | growth factor activity                      |
| GO:0003779 | actin binding                               |
| GO:0050840 | extracellular matrix binding                |
| GO:0005539 | glycosaminoglycan binding                   |
| GO:0062023 | collagen-containing extracellular matrix    |
| GO:0032432 | actin filament bundle                       |
| GO:0045121 | membrane raft                               |
| GO:0043292 | contractile fiber                           |
| GO:0045177 | apical part of cell                         |

Category ● Biological Process ● Cellular Component ● Molecular Function

# Supplementary material for: Deciphering the cellular and molecular landscapes of Wnt/β-catenin signaling in mouse embryonic kidney development
**Source:** Comput Struct Biotechnol J. 2024 Sep 2;23:3368–78. doi: 10.1016/j.csbj.2024.08.025

Dispersed nephron progenitors

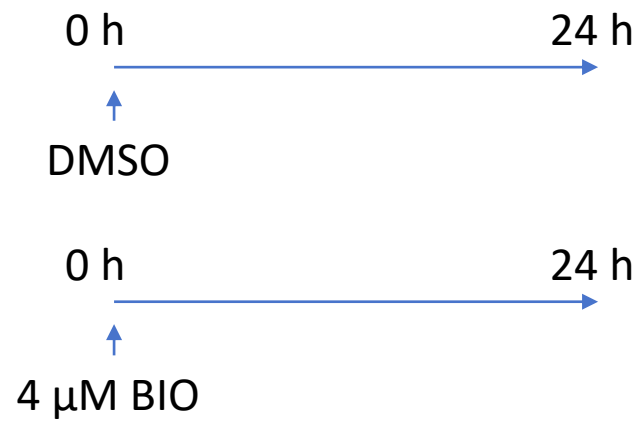

Aggregated nephron progenitors

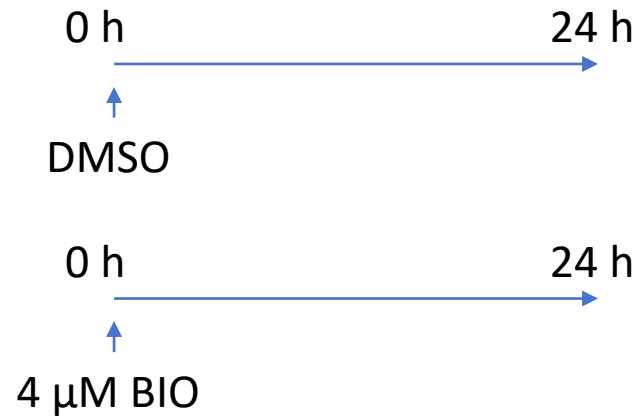

Aggregated nephron progenitors

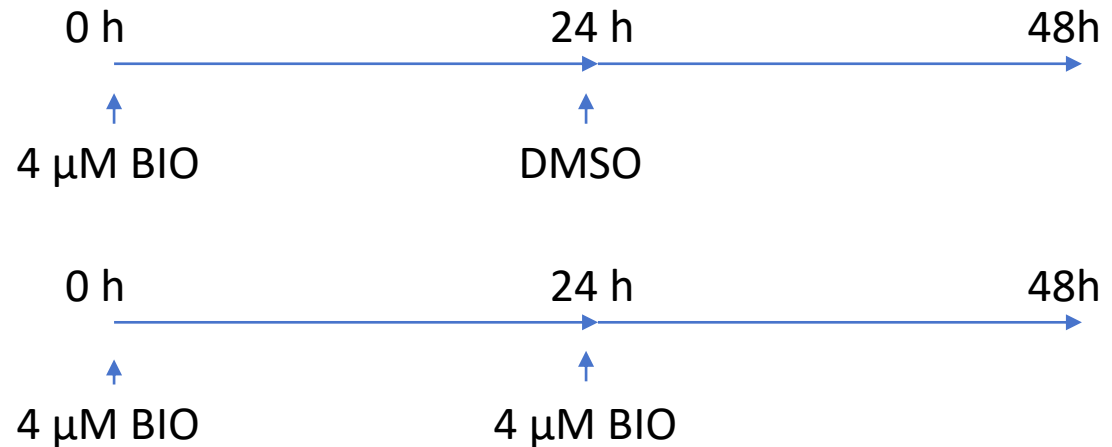

**Supplement:** Supplementary file 3 — Supplementary material Supplementary Figure 3 The experimental design involved treating cap mesenchyme cells, which are undifferentiated nephron progenitors, with 4 μM BIO to activate Wnt signaling, as documented in dataset GSE39583.

How the deposited data were processed for this re-analysis (not part of the article)

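RNA was sequenced from 8 kidney samples of mouse embryos at embryonic day 12.5, 4 of which were cultured for 72 h with CHIR99021 at 5 μM and 4 with DMSO at 0.1%. The authors aligned cleaned reads to GRCm38 with HISAT2 2.0.5 and made the deposited count values per gene with featureCounts, and the counts are whole numbers with no scaling. The FPKM values were made by the authors as deposited, per kilobase of gene and by fragments in the sample. The deposited table also holds the authors' comparison of the groups: their mean signal over all samples after division by size factors, their fold ratio of CHIR99021 over DMSO, its log2 value as computed by the authors, and their p-value and adjusted p-value. These columns of the authors were used only for comparison. Whether reads were counted by strand is not given in the sources used here.

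The counts summed to between 14599082 and 17751992 per sample. Between 24243 and 24912 genes were detected in the DMSO group and between 23646 and 23938 in the CHIR99021 group. The 10 most abundant genes took 4.63 to 5.39% of the counts with DMSO and 6.36 to 6.94% with CHIR99021. Mitochondrial genes took 2.47 to 3.20% with DMSO and 3.48 to 4.14% with CHIR99021.

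Samples were grouped by the treatment in their labels. The paper pairs the left kidney (DMSO) and right kidney (CHIR99021) of an embryo, and the labels give replicate numbers 1 to 4 in both groups. Equal numbers were checked as pairs by the correlation of gene levels after removal of the group means. Samples of the same number correlated at 0.111 to 0.346 across genes and all others at -0.180 to 0.0766, and each of the 8 samples correlated best with the sample of its own number.

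Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 16723 of 30890 genes. Library sizes were scaled by TMM. The groups were compared by edgeR's quasi-likelihood test (glmQLFit with robust = TRUE, glmQLFTest) with the group as the only term, and p-values were adjusted by Benjamini-Hochberg over all tested genes. Differentially expressed genes have an adjusted p under 0.05 and an absolute log2 fold change over 1. The other sets have an adjusted p under 0.05 alone, under 0.01 with an absolute log2 fold change over 2, or under 0.001 with one over 4. The thresholds are those of the paper.

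Gene lists were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 29 lists with at least 5 tested members. Of these, 13 passed 0.05, with 11 lower and 2 higher. With an estimated correlation 0 passed (7 at an unadjusted p under 0.05), and with limma's fry 19 passed. Members were also counted at an adjusted p under 0.05, over all genes and adjusted over the list alone. Lists of genes named by the study were counted and not set-tested. Set-tested lists share members with them. These were 9 for macrophages, 6 for cytokines, 5 for progenitors, and 4 each for Wnt targets and proximal tubule. Distal tubule, collecting duct, cell cycle and neuroactive receptor lists shared 2 each. Interferon, antigen presentation and immediate early lists shared 1 each. The shared members are not independent evidence. Gene Ontology terms were tested with Fisher's exact test, one-sided for higher and for lower genes, on direct annotation only, with the tested genes as background. Terms named in the paper were adjusted over 33 tests, and a scan of 2972 terms over all its tests.

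The genes named in the text were chosen by a rule set before the data were examined: every gene the paper names for this experiment, the 10 highest and 10 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 1 CPM in a group and the same direction in all 4 pairs, and up to 4 members of each list with the smallest p together with members the paper names. Some genes that the rule gives are left out of the text and of the gene-level tables of alternatives and outlying samples, and they stay in the tests and in the counts of the lists. Other genes are marked as chosen after their values were seen. The lists, the thresholds, the main test and most alternatives were likewise set before the data were examined.

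The alternatives were the replicate number as a block, RLE and upper-quartile scaling, DESeq2, limma-voom, no expression filter, a filter at 1 CPM in 4 samples, limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(count + 1) after normalizeBetweenArrays, protein-coding genes only, camera with an estimated correlation or a block, fry, and each sample left out in turn. Leaving out DMSO replicates 2 and 4, and using replicates 1 and 3 or replicates 2 and 4 alone, were added after the data were seen. Apart from the calls of Depdc1a, Cdh4 and Gpx3 and the camera calls of the proximal tubule and p53 lists, the block in edgeR and camera changed no call of a named gene or list.

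The procedure was tested on simulated data with planted changes. At a planted log2 fold change of 1.5, 2 and 3, edgeR called 95.6%, 98.5% and 100% of the planted genes, with 3 false calls among 16526 genes, and limma on log2(count + 1) called 86.8%, 90.9% and 100%, with 2 false calls. A planted list was called and 0 of 28 random lists were. The planted genes numbered 68, 66 and 66, while 8138 of 16723 genes passed an adjusted p of 0.05 in the real samples. The simulation therefore does not test the scaling under so many changes. Members of a random list need not vary together, while the estimated correlation was 0.759 for macrophage and 0.872 for neural genes. The random lists therefore do not test the preset correlation used in camera.

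Stretches of 50 bases shared between the exons of named genes and other genes were counted on GRCm38. Of the 30890 gene identifiers, 30822 were found in the annotation used for names. Single-cell atlas markers, KEGG pathway membership and the paper's other experiments were not analysed here.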

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

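Tests were set before the result was seen except where stated, and the groups of 4 were searched for a sample whose gap to the nearest other sample, as a share of the range, exceeded Dixon's 95% critical value. Of 494 such groups 31 (6.3%) held one, and chance gives about 1 in 20.

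Macrophage genes were lower in the CHIR99021-treated kidneys of all 4 pairs, and DMSO replicate 4 lay below the other DMSO-treated samples, with a gap of 0.949 of the range for the list, 0.837 for *Lyz2*, 0.836 for *Milr1*, 0.851 for *C1qc* and 0.869 for *Casp1*. The median log2 fold change of the list nearest to 0 was -3.12 under RLE and upper-quartile scaling, so the choice among these and TMM does not account for the fall. RLE and upper-quartile scaling shifted log2 fold changes by medians of only 0.00118 and -0.0465, too little to test scaling as such. An error of scaling would shift all genes of a sample alike. Hippo genes had a median of 0.07 (-0.51 to 0.76) and cell cycle genes one of -0.31 (-0.85 to 0.08). These values argue against scaling as the cause of the macrophage fall relative to those lists. Other lists fell as well, with the loop of Henle and distal tubule at -2.72. Fewer macrophages per kidney remain a candidate explanation, with 96% of the tested members below a log2 fold change of -0.5. Lower expression within each macrophage was not tested. Why DMSO replicate 4 held less macrophage RNA was not tested either.

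Other lists with a sample standing apart were the loop of Henle and distal tubule in DMSO replicate 3 (0.837), neural genes in DMSO replicate 2 (0.883), p53 targets in DMSO replicate 1 (0.853) and hypoxia and glycolysis genes in DMSO replicate 1 (0.904).

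Among genes in the DMSO group, a sample stood apart for *Rnase4* (0.940), *Plin1* (0.860) and *Crim1* (0.833) in replicate 3. In replicate 4 it did so for *Wls* (0.833), *Col4a4* (0.875) and *P2rx2* (0.859). In replicate 2 the genes were *Gata2* (0.888) and *Nfkbia* (0.842), and in replicate 1 *Myocd* (0.885), *Myl9* (0.862) and *Cdkn1a* (0.851).

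In the CHIR99021 group, replicate 1 stood apart for *Glyat* (0.856), *Pdgfra* (0.886) and *Cdkn1a* (0.840). Replicate 2 did so for *Gata2* (0.848), *C4b* (0.862), *Amotl2* (0.907) and *Elavl4* (0.869). Replicate 3 stood apart for *Wfdc13* (0.932) and *Serpina1a* (1), and replicate 4 for *Pld4* (0.888) and *Adm* (0.926). *Wfdc13* was at 0 CPM in replicate 3 against 0.0623 to 0.0668 in the other treated samples. *Serpina1a* had 1 count in replicate 3 and 0 in the others. At so few counts Dixon's value says little for either gene.

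Genes the paper does not discuss were among the 10 largest fitted rises. The fitted log2 fold changes were 10.51 for *Cnpy1* and 7.02 for *Dlx6*, which depend on the prior count because the DMSO group had 0 counts. They were 8.76 for *Rxfp1*, 6.69 for *Notumos*, 6.45 for *Myadml2os*, 6.39 for *Msx1* and 6.25 for *Gal*.

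For the number of differentially expressed genes, the samples are paired and 8 splits into 4 and 4 part all 4 pairs, too few for a share under 0.05. The real split called 2309 genes and the highest of the other 7 called 0 in edgeR, and 1 of the 8, the real one, gave as many. Each of the other 7 puts kidneys of both treatments in each group. The 27 splits that keep both kidneys of some pairs together called 0 to 3, and the 3 came from the split of replicates 1 and 3 from 2 and 4.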

How the results depend on the processing

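The alternatives were set before the data were examined, except the fits without DMSO replicates 2 and 4 and on replicates 1 and 3 or 2 and 4 alone, which were added after the data were seen. Every tested gene of the 2309 kept its direction in every alternative. The cause was not tested for any change listed here.

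With limma on log2(FPKM + 1), differentially expressed genes numbered 951, and 953 with the block. The set past a log2 fold change of 2 held 195 in both fits and the set past 4 held 9. That last set held 60 with log2(FPKM + 0.1), 77 with log2(count + 1) and the block, and 246 with DESeq2. On replicates 1 and 3 alone, 5198 genes passed an adjusted p of 0.05, and 5001 on replicates 2 and 4. Leaving out each sample in turn gave 2329 to 2488 differentially expressed genes. In the main fit higher genes made up 33.7% of the differentially expressed genes, against 43.7% with limma on log2(FPKM + 1). Past a log2 fold change of 2 these shares were 32.4% and 53.8%, and 42.2% with limma on log2(count + 1).

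The macrophage median moved from -3.12 to -1.74 with limma on log2(FPKM + 1), with and without the block, and to -2.50 with log2(FPKM + 0.1). It ranged from -3.40 to -2.83 with each sample left out, and remained the lowest of the cell type lists in every setting.

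With an estimated correlation camera called 0 lists, with 7 at an unadjusted p under 0.05, while fry called 19. Adjusted p was 0.121 for Wnt targets, nephron progenitors, distal tubule, ureteric tip and BMP targets, 0.181 for collecting duct and interferon, 0.354 for podocytes and antigen presentation, 0.367 for the cell cycle, 0.494 for macrophages, 0.515 for endothelium and 0.605 for induced mesenchyme. With the block the proximal tubule and p53 lists passed, both at 0.0248. With fry, the lists that passed in addition were Wnt ligands (0.000587), proximal tubule (0.0397), stroma (0.00859), complement (0.0287), calcium handling (0.000320) and hypoxia (0.00273).

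With each sample left out, the adjusted p ranged from 0.00499 to 0.130 for proximal tubule, passing without DMSO replicate 3 or CHIR99021 replicate 1 (0.0270). It ranged from 0.0296 to 0.183 for complement, passing without DMSO replicate 4 (0.0418) or CHIR99021 replicate 2. For cytokines it ranged from 0.0214 to 0.242, passing without CHIR99021 replicate 2. For p53 targets it ranged from 0.0330 to 0.122, passing without DMSO replicate 4 (0.0424) or CHIR99021 replicate 1, and was 0.0326 without DMSO replicates 2 and 4. For hypoxia it ranged from 0.0485 to 0.182, passing without DMSO replicate 1.

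Of 2752 comparisons of 213 named genes under the alternatives, 2721 kept their direction and side of the threshold, 31 lost the call and 0 reversed. With each sample left out, 1662 of 1704 kept both, and *Ddx58*, which did not pass the test, ranged from -0.10 to 0.01, with the sign turned at 0.0109 without CHIR99021 replicate 3. In the fits added after the data were seen, 579 of 639 comparisons kept both, 59 lost the call and 1 reversed. That 1 was *Irf9*, which did not pass the test either and turned to 0.0371 on replicates 1 and 3 alone. Depth limits the genes with few counts, and *AI662270*, *Ighm*, *Milr1* and *Ifitm6* were removed by the expression filter, while DESeq2 and the fit with no filter called all 4 lower.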

Differences from the paper's values

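The paper reports 917 differentially expressed genes and states the thresholds used here, at which the count was 2309. Of 21 alternatives set before the data were examined, the 2 fits of limma on log2(FPKM + 1) came within 1.5 times the paper's count, at 951 genes and at 953 with the replicate block. The other 19 did not, and the range over all was 951 to 3066. An adjusted p under 0.05 with an absolute log2 fold change over 2, a threshold chosen after seeing the values, gave 918 genes and drops 3 of the 73 genes that the paper names and that were called here. The same threshold with limma on log2(count + 1) gave 837. The authors' deposited comparison marks 2829 genes, all of which DESeq2 called here.

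Of the paper's Supplementary Table 1, 1999 of 17575 rows were available here. By the paper's values 277 of them pass the paper's thresholds and 105 pass with an absolute log2 fold change over 2. Over the 1597 genes also tested here, 220 pass the paper's thresholds by the paper's values, 243 by edgeR, 221 by limma on log2(count + 1) and 86 by limma on log2(FPKM + 1). The paper's log2 fold changes correlate with those of the 3 fits at 0.984, 0.994 and 0.866 in that order.

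The paper's 42.60 M reads per sample are paired-end reads sequenced, and the mean here, 16.1 M, is of reads counted to genes. These are different quantities, and no alternative bears on them.

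The paper names kidney and renal system development as enriched. With direct annotation kidney development had an adjusted p of 0.256 and renal system development held 0 of 18 genes in the set by edgeR or DESeq2, with 7 higher and 8 lower at an unadjusted p under 0.05. The scan over all terms placed metanephros development among the lower genes (adjusted p = 0.00102). Direct annotation leaves out genes annotated only to narrower terms, so the gene sets can differ from the paper's. These tests therefore do not decide the paper's enrichment.

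The paper gives receptor complex and neuron projection terminus as higher terms. The tests here again used direct annotation only, so their gene sets can differ from the paper's. In the sets past a log2 fold change of 2, receptor complex had 9 lower and 4 higher genes and neuron projection terminus 1 of each. Ion channel activity had 2 higher and 0 lower genes in these sets, the paper's direction, but the higher genes did not pass the test (adjusted p = 0.0567). At an adjusted p under 0.05 with no fold minimum, 4 of its 15 genes were higher and 6 lower, with a median log2 fold change of -0.046 over the term. Ossification and collagen trimer, lower terms in the paper, each had 9 lower and 5 higher genes in these sets, a z-score of -1.07 in the paper's direction. The higher genes passed the test as well. With no fold minimum the balance turned. At an adjusted p under 0.05, ossification had 25 higher and 22 lower genes, and collagen trimer 26 higher and 22 lower. The paper's collagen-containing extracellular matrix, a lower term, was not annotated here. For extracellular matrix, 9 genes were in the higher set and 4 in the lower, and the lower genes did not pass (adjusted p = 1). For proteinaceous extracellular matrix, a related term that the paper does not name, both directions passed, with 23 lower (adjusted p = 0.000440) and 16 higher (adjusted p = 9.56e-05).

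The paper gives cytokine receptor interaction among the pathways of the higher genes. Over the whole list used here, which is not the KEGG pathway, 22 of 101 cytokine genes rose and 40 fell.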

Other observations

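Tests for a fall made by CHIR99021 in liver transcripts and for a second X chromosome were chosen after the result was seen, and the others before. Terms of limb formation and Wnt signaling were enriched among the higher genes. Of 54 genes annotated to embryonic limb morphogenesis, 12 were in the higher set (Fisher's exact test, adjusted p = 6.64e-08), with 16 of 164 of the Wnt signaling pathway (6.91e-06), 13 of 102 of negative regulation of canonical Wnt signaling, 9 of 75 of palate development (0.000926) and 5 of 17 of female gonad development (0.00135). Of 14 tested BMP and TGF-β targets, 11 rose and 1, *Hey1* (log2 fold change -1.17), fell (12 and 1 when adjusted over the list alone), with *Bambi* at 1.20 and *Id3* at 0.90. The camera adjusted p was 3.80e-05, and adjusted p = 0.121 with an estimated correlation.

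Of 20 stromal genes, 5 rose and 8 fell (camera, adjusted p = 0.514). *Pdgfra* (log2 fold change 1.19), *Rarb* (1.02), *Alx1* (1.40), *Lox* (0.83) and *Wnt4* rose, and *Fibin* (-4.60) and *Aldh1a2* (-1.15) fell. *Rarb* shares 34.1% of its exon bases with *Top2b* on the opposite strand, and reads there cannot be assigned without the strand of counting. Of 11 smooth muscle genes, 4 rose and 4 fell (camera, adjusted p = 0.667). *Myocd* (5.30), *Acta2* (1.62), *Cnn1* (1.73) and *Myl9* (0.76) rose, and *Synpo2* (-1.57), *Des* (-1.11), *Smtn* (-0.39) and *Tpm2* (-0.25) fell. The call of *Cnn1* ended with no expression filter (adjusted p = 0.0949, against 0.00195 to 0.0949 over the alternatives), and without DMSO replicate 3 or 4 or CHIR99021 replicate 2, 3 or 4 (adjusted p = 0.0588 to 0.0805). That of *Tpm2* ended with limma on log2(count + 1) and the replicate block (adjusted p = 0.0593, against 0.0131 to 0.0593 over the alternatives), and without DMSO replicate 3 or CHIR99021 replicate 1 or 3 (adjusted p = 0.0766 to 0.0867).

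Of 14 p53 targets, 7 rose, with *Cdkn1a* at 0.96 and *Trp53inp1* at 0.89, and *Bbc3* (-0.58) fell (camera, adjusted p = 0.0864). With the replicate block camera gave this list an adjusted p = 0.0248, and with an estimated correlation an adjusted p = 0.741. Of 17 hypoxia and glycolysis genes, 8 fell, with *Ndrg1* at -0.80 and *Vegfa* at -0.49, and *Adm* (0.42) and *Car9* (0.49) rose (camera, adjusted p = 0.105). Of 4 tested adrenal, gonadal and germ cell genes, *Nr5a1* fell (log2 fold change -4.41). Of 5 erythroid genes 0 changed in edgeR, with 0 at an unadjusted p under 0.05 and 1 lower by DESeq2 (camera, adjusted p = 0.537). Of 5 sex-linked genes 0 changed in edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2.

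Liver plasma protein transcripts stood high in DMSO replicates 2 and 4, with *Alb* at 579 and 403 CPM and summed levels of 1485 and 1086, against 68.9 and 20.0 in DMSO replicates 1 and 3. Their CHIR99021-treated partners stood at 6.42 and 1.71, and those of replicates 1 and 3 at 8.16 and 3.65, so that the summed level was lower in all 4 pairs. Liver or hepatocyte-like tissue in the 2 samples remains a candidate explanation, with 91.7% of a second list of liver genes (22 of 24) highest in them, 9 of which reach 1 CPM in DMSO replicate 1 or 3. A fall made by CHIR99021 in every pair stays open as well. The second list's median log2 difference, averaged over pairs 1 and 3, was 0.185 of that over pairs 2 and 4, but 10 of the 24 genes reach 1 CPM in DMSO replicate 1 or 3, and the others have little room to fall there. Fetal liver with its blood cells cannot be told apart from other liver-like tissue, as the erythroid level of the 2 samples exceeded all others by only 0.372. Of 16 tested liver genes 11 were differentially expressed.

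*Xist* stood at 1718 to 2592 CPM in the samples of replicates 2 and 4 and at 0.143 to 0.760 in the others, while Y-linked genes were read in all 8. Male embryos with a second X chromosome are argued against, since the highest Y-linked level of replicates 2 and 4 was 54.9% of the lowest of replicates 1 and 3. Tissue of male and female embryos in one sample may explain it, as 4 of 4 genes that escape X inactivation were higher in both samples of replicates 2 and 4. The paper describes kidneys of single embryos, and no other biological explanation was tested.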
